# De Novo Foliar Transcriptome of *Chenopodium amaranticolor* and Analysis of Its Gene Expression During Virus-Induced Hypersensitive Response

**DOI:** 10.1371/journal.pone.0045953

**Published:** 2012-09-28

**Authors:** Yongqiang Zhang, Xinwu Pei, Chao Zhang, Zifeng Lu, Zhixing Wang, Shirong Jia, Weimin Li

## Abstract

**Background:**

The hypersensitive response (HR) system of *Chenopodium* spp. confers broad-spectrum virus resistance. However, little knowledge exists at the genomic level for *Chenopodium*, thus impeding the advanced molecular research of this attractive feature. Hence, we took advantage of RNA-seq to survey the foliar transcriptome of *C. amaranticolor*, a *Chenopodium* species widely used as laboratory indicator for pathogenic viruses, in order to facilitate the characterization of the HR-type of virus resistance.

**Methodology and Principal Findings:**

Using Illumina HiSeq™ 2000 platform, we obtained 39,868,984 reads with 3,588,208,560 bp, which were assembled into 112,452 unigenes (3,847 clusters and 108,605 singletons). BlastX search against the NCBI NR database identified 61,698 sequences with a cut-off E-value above 10^−5^. Assembled sequences were annotated with gene descriptions, GO, COG and KEGG terms, respectively. A total number of 738 resistance gene analogs (RGAs) and homology sequences of 6 key signaling proteins within the R proteins-directed signaling pathway were identified. Based on this transcriptome data, we investigated the gene expression profiles over the stage of HR induced by *Tobacco mosaic virus* and *Cucumber mosaic virus* by using digital gene expression analysis. Numerous candidate genes specifically or commonly regulated by these two distinct viruses at early and late stages of the HR were identified, and the dynamic changes of the differently expressed genes enriched in the pathway of plant-pathogen interaction were particularly emphasized.

**Conclusions:**

To our knowledge, this study is the first description of the genetic makeup of *C. amaranticolor*, providing deep insight into the comprehensive gene expression information at transcriptional level in this species. The 738 RGAs as well as the differentially regulated genes, particularly the common genes regulated by both TMV and CMV, are suitable candidates which merit further functional characterization to dissect the molecular mechanisms and regulatory pathways of the HR-type of virus resistance in *Chenopodium*.

## Introduction

During the entire lifetime, plants are attacked by a broad range of pathogens, being the targets of bacteria, fungi, viruses, protozoa as well as nematodes. To combat the ever-changing landscape of biotic interactions, plants have evolved sophisticated and effective defense mechanisms. The hypersensitive response (HR) represents one of the most active resistance responses. This type resistance often occurs following the incompatible interactions between plants and pathogens, and is characterized by rapid necrosis of infected and neighboring host cells [1], [2]. Regarding to the well known ‘Gene-for-Gene’ hypothesis [3], the HR depends on a genetic interaction, either directly or indirectly, between the product of a dominant or semidominant resistance (*R*) gene and a corresponding pathogen avirulence (*Avr*) gene product,thereby preventing pathogen growth and spread in plants [1], [4], [5].

The *R* gene-mediated HR usually is associated with rapid initiation of signal transduction pathways leading to expression of disease resistance responses, such as the oxidative burst, alteration of membrane potentials, increases in lipoxygenase activity, production of antimicrobial compounds, and the expression of defense-related genes [6]. Plants undergoing HR also induce a state of pathogen-nonspecific resistance throughout the plant, a phenomenon termed systemic acquired resistance [7]. This local response is therefore attractable in plant breeding programs, and characterization of host genetic elements involved in HR is assumed to have great potential for developing new strategies to reduce losses from plant disease. Over the past decades, the detailed analysis of many hypersensitive disease resistance systems has substantially advanced the basic research on HR-type of resistance mechanisms. Progress has been made in characterizing *R* genes as well as the signal-transduction events that coordinate the R protein-directed HR-type plant defense [4], [5], [8].

The HR system in *Chenopodium* spp. is one of the most notable disease resistance mechanisms. Many plant viruses in over a dozen of genera, including bromo-, como-, cucumo-, clostero-, potex-, poty- and tobamovirus have been documented to elicit local lesion HR on *Chenopodium* [9], [10]. The broad-spectrum virus resistance suggests *Chenopodium* are rich in genes that act in restricting viral spread as well as that confer multi-virus resistance to a plant. However, understanding of the HR-type of resistance in *Chenopodium* is surprisingly incomplete. Due to lack of developed genetic tools such as tissue culture and transformation, only few studies were performed to define the genetic mechanisms of HR in *Chenopodium* [10]–[13]. Genomic information on *Chenopodium* spp. is rather limited, only 1,249 expressed sequence tags (EST) and 358 proteins have been deposited in Genbank as of May 2012.

The next-generation sequencing, referred to as RNA sequencing (RNA-Seq), provides a unique opportunity for genomic exploration in non-model plant species that do not have a reference genome sequence data [14], [15]. So far, RNA-Seq has been successfully used for annotation, transcript profiling and single nucleotide polymorphism (SNP) discovery in a number of non-model plant species, such as alfalfa [16], *Artemisia annua* [17], buckwheat [18], California poppy [19], *Eucalyptus grandis* [20], grape [21], magnoliid avocado [19], orchid [22] and *Pachycladon enysii* [23].

In order to facilitate the investigation of the HR-type of virus resistance in *Chenopodium*, herein we took advantage of RNA-seq to survey the foliar transcriptome of *C. amaranticolor*, one *Chenopodium* species being most widely used as laboratory indicator for pathogenic viruses (Figure 1A). Over 3.5 gigabase pairs of high-quality DNA sequence were generated with Illumina technology. After *de novo* assembly and annotation, a sufficiently large transcriptome database containing 112,452 distinct sequences was built. By using Illumina's digital gene expression (DGE) platform, this database was immediately applied to analyze the gene expression profiles over the stage of HR induced by *Tobacco mosaic virus* (TMV) and *Cucumber mosaic virus* (CMV) (Figure 1B and 1C), two agronomically important but taxonomically distinct viruses [24]. The foliar transcriptome of *C. amaranticolor* combined with the DGE profiles lays the foundation for future functional genomics studies on *Chenopodium*, in particular for identification of genes involved in the complex signaling and regulation pathways that mediate the HR-type of virus resistance.

**Figure 1:**
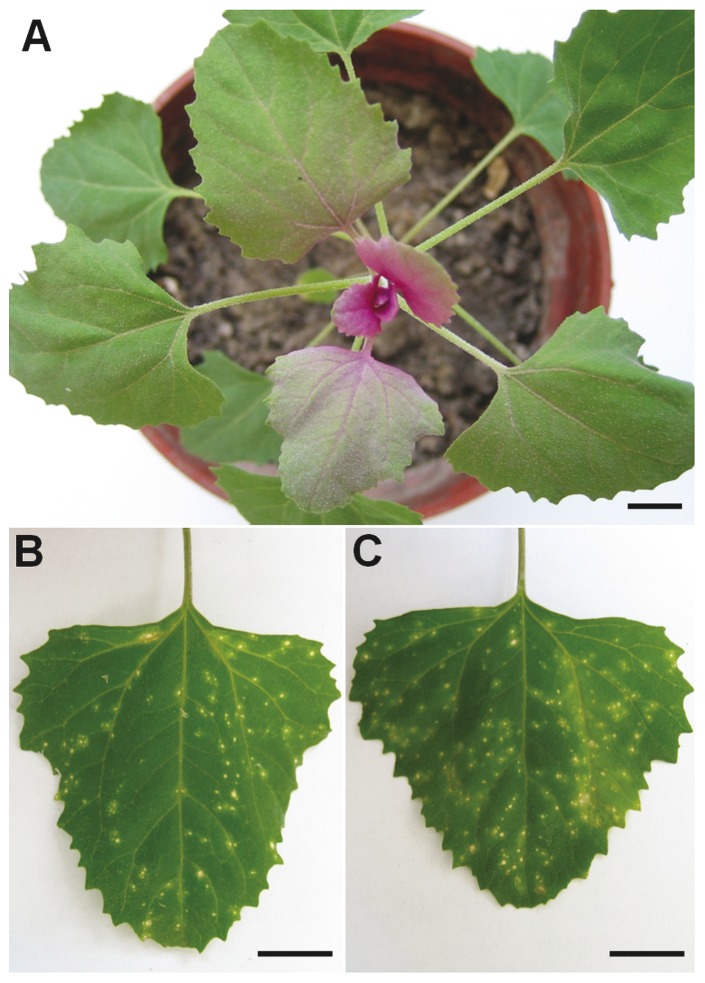
Virus induced local lesions on leaves of *C. amaranticolor*. (A) The 6-week old plant of *C. amaranticolor*. (B) Leaves inoculated with *Tobacco mosaic virus* at 40 hours p.i.. (C) Leaves inoculated with *Cucumber mosaic virus* at 40 hours p.i.. Scale bar = 1.0 cm.

## Results and Discussion

### Illumina sequencing and reads assembly

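The assembly rests on 1 library pooled from all leaf materials, so its values describe the leaf transcriptome as a whole and carry no comparison between treatments and no replicate. Plants of 6 to 7 weeks had been rubbed with sap of TMV- or CMV-infected tobacco (*Nicotiana tabacum*), ground in a buffer with Celite, on leaves dusted with carborundum, an abrasive that opens the leaf surface to the virus. The paper calls the leaves used for comparison healthy or uninoculated and names for them no rubbing with buffer or sap of uninfected tobacco. Early and late samples came from opposite parts of the same leaves, and an early part was kept only if lesions later formed on the remaining part. For the early samples the results and the leaf harvest give 6 hpi, whereas the library sections name them 8h. The authors removed low-quality reads and assembled the rest with SOAPdenovo from 21-mers. Of this library the deposited contigs were used here, and only for their lengths. The sequences of scaffolds and unigenes were not analysed here.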

To obtain an overview of the *C. amaranticolor* gene expression profile at leaves, a cDNA sample generated from the mixed materials, which contain equal amount of healthy leaves, TMV-inoculated leaves at 6 hours post inoculation (hpi) (TMV-6h) and 28 hpi (TMV-28h), and CMV-inoculated leaves at 6 hpi (CMV-6h) and 20 hpi (CMV-20h), were subjected to sequence by using the Illumina sequencing platform HiSeq™ 2000. Notably, under the greenhouse conditions in this study, the leaves inoculated with TMV at 28 hpi or with CMV at 20 hpi appeared just visible local lesions. After filtering for adaptors and low-quality sequences, 39,868,984 clean reads, each of which has the length of 90 bp, were generated (Table 1).

**Table 1:** General features of the foliar transcriptome of *C. amaranticolor*.

Total number of reads^a^	39,868,984
Total base pairs (bp)	3,588,208,560
Average read length (bp)	90
Total number of contigs	326,027
Mean length of contigs (bp)	163
Total number of scaffolds	172, 748
Mean length of scaffolds (bp)	253
Distinct clusters	3,848
Distinct singletons	108, 605
Total distinct sequences	112, 452
Sequences with E-value<10^−5^	62,482

a Adaptors and low-quality reads were excluded.

To facilitate sequence assembly, the raw reads were first randomly clipped into 21-mers using SOAPdenovo software [25]. These short 21-mers were then assembled into 326,027 contigs (Table 1) with average lengths of 163 bp, and their size distribution is shown in Figure S1A. 

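The deposited assembly of the mixture holds 326027 contigs from 60 to 3612 bp. Their mean length was 163 bp, their median 133 bp and their N50 183 bp, the length above which contigs hold 50 percent of all bases. Contigs longer than 500 bp numbered 7472 (2.29%), and 827 (0.254%) were longer than 1 kb. When only the 217003 contigs of at least 100 bp were kept, the mean was 206 bp and the N50 209 bp. Lengths were read from the contigs as deposited, with no other filter, and the single pooled library gives no replicate of them.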

Using paired-end joining and gap-filling, the contigs were assembled into 172,748 scaffolds with a mean size of 253 bp including 6,034 scaffolds larger than 800 bp (Table 1). These scaffolds were further analyzed by using TGICL software [26], resulting in 112,452 unigenes with 3,847 clusters (mean size: 575 bp) and 108,605 singletons (mean size: 307 bp) (Table 1). 

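In the deposited expression tables, 111998 unigenes of the assembly had a read in at least 1 of the 5 DGE libraries. Their mean length was 316 bp, their median 244 bp and their N50 338 bp, from 150 to 7651 bp, with 13920 (12.4%) longer than 500 bp and 2207 (1.97%) longer than 1 kb. Genes of one function were often present as several unigenes of different lengths. Polyamine oxidase, which breaks down polyamines to hydrogen peroxide, was represented by 11 unigenes, among them Unigene111695 of 880 bp, Unigene108118 of 509 bp and Unigene51710 of 179 bp. Such unigenes can be pieces of 1 transcript or products of related genes, so the members of a gene group are not independent genes in any count given for the DGE libraries. The split into clusters and singletons was not analysed here.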

In this study, the singleton means a scaffold that failed to match other scaffolds and the unigenes include all the clusters and singletons generated from scaffolds. The size distribution of these distinct sequences is shown in Figure S1B. All files of assembled contigs and unigenes are available by request.

To verify the quality of sequencing data, 12 unigenes were randomly selected and pairs of primers were designed accordingly for RT-PCR amplification. Consequently, each of primer pairs generated a band with the expected size and the identity of all 12 PCR products were confirmed by Sanger sequencing (data not shown).

### Annotation of predicted proteins

For annotation, distinct gene sequences were first searched against the NCBI NR database using a cut-off E-value of 10^−5^. Although lack of genomic information in *Chenopodium* species, totally 61,698 genes (54.9% of all distinct sequences) including 3,272 clusters and 58,426 singletons showed significant matches (Table S1). As shown in Figure 2, the fraction of singletons that had BLAST matches was lower than for the clusters given their shorter length (mean size of 307 bp). For instance, a 100% of singletions longer than 2,000 bp achieved significant BLAST scores, and the proportion decreased sharply to 50.4% for sequences ranging from 100 to 500 bp (Figure 2A). However, clusters longer than only 1,000 bp totally achieved significant BLAST scores, and the proportion remained about 79.6% for sequences ranged in size from 100 bp to 500 bp (Figure 2B). Notably, a total of 49,970 genes (45.1%) were found no homologues in the current NCBI NR database, similar with the observations which have been previously made for several other transcriptomic studies [27]–[30]. These orphan sequences may represent novel genes in *C. amaranticolor* or are possibly derived from chimerical sequences (assemblage errors), the cDNA of untranslated regions or non-conserved regions of proteins.

**Figure 2:**
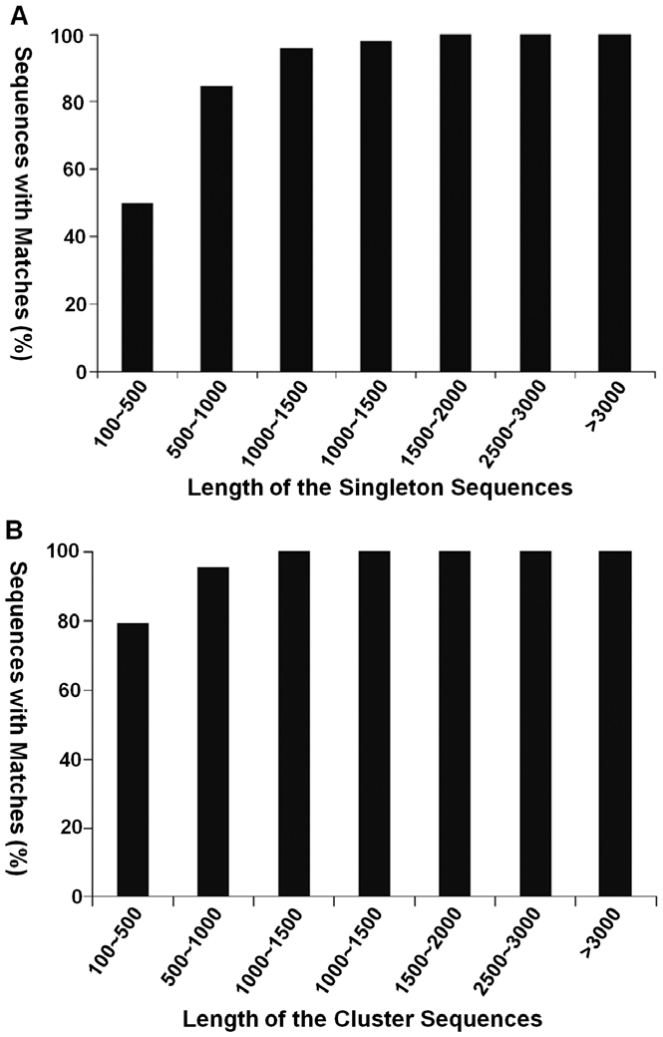
Effect of query length on the percentage of significant matches. (A) Singleton sequences. (B) Cluster sequences. The proportion of sequences with matches (with a cut-off E-value of 1.0E−5) in NR databases is greater among the longer assembled sequences.

The E-value distribution of the top hits in the NR database showed that 15.3% of the mapped sequences have strong homology (<1.0E^−50^), whereas 84.7% of the homolog sequences ranged between 1.0E^−5^ to 1.0E^−50^ (Figure 3A). The similarity distribution showed that 20.6% of the query sequences have a similarity higher than 80%, while 79.4% of the hits have a similarity ranging from 18% to 80% (Figure 3B). For species distribution, 27.9% of the distinct sequences have top matches (first hit) with sequences from the *Arabidopsis thaliana*, the genome of which has been sequenced in 2000 [31]. The next closest species were the *Oryza sativa* Japonica Group (11.6%), *A. lyrata* subsp. Lyrata (10.6%), *Populus trichocarpa* (7.1%), *Vitis vinifera* (6.6%) and *Zea mays* (3.2%) (Figure 3C). In addition, there were 772 and 152 distinct sequences with the highest homology to genes from *Spinacia oleracea* and *Chenopodium* spp., respectively. A total of 9,119 distinct sequences (14.8%) had the strongest similarity to genes of *O. sativa* Japonica Group and *Zea mays*, two types of monocot species, suggesting the interesting phylogenetic status of *C. amaranticolor*.

**Figure 3:**
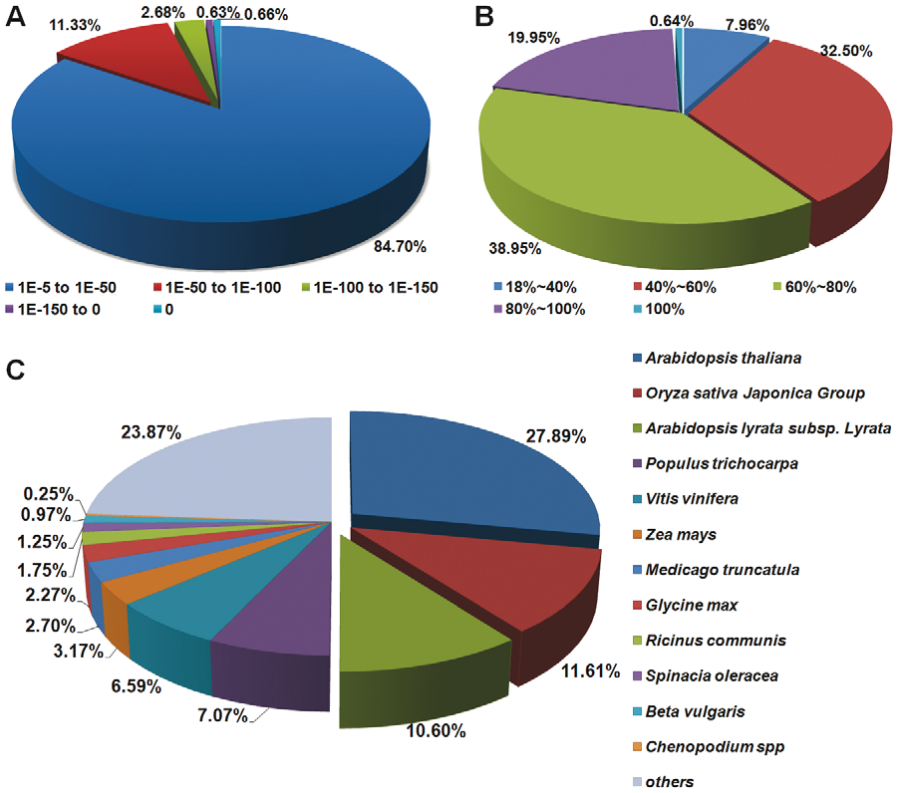
Characteristics of homology search of unigenes against the NR database. (A) E-value distribution of the top BLAST hits for each unigene with a cut-off E-value of 1.0E−5. (B) Similarity distribution of the best BLAST hits for each unigene. (C) Species distribution is shown as the percentage of the total homologous sequences with an E-value of at least 1.0E−5. We used all plant proteins in the NCBI NR database for homology search and extracted the first hit of each sequence for analysis.

### GO, COG and KEGG classification

Gene Ontology (GO) assignments were used to classify the functions of the predicted *C. amaranticolor* genes. Based on sequence homology, 35,162 sequences can be categorized into 43 functional groups (Figure 4). In each of the three main categories (biological process, cellular component and molecular function) of the GO classification, ‘Metabolic process’, “Cell” and “Catalytic activity” terms are dominant respectively. In agreement with GO assignments of other higher plant, such as *Taxus mairei* [32], *Camellia sinensis* [33], *Brassica juncea* [34] and *Siraitia grosvenorii* [35], we noticed a high-percentage of genes from categories of ‘Cellular process’, ‘Cell part’, ‘Organelle’ and ‘Binding’ (Figure 4), indicating that these GO terms are significant among all plant species and the mechanism of ‘Cellular process’ in different plants may be similar.

**Figure 4:**
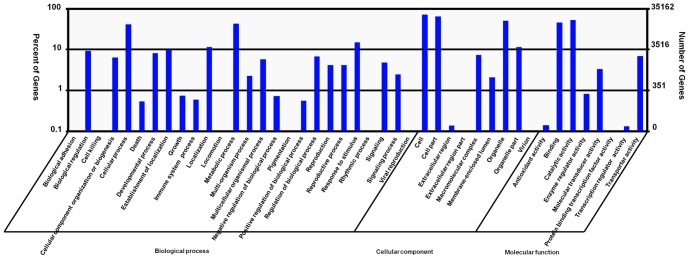
GO categories of biological process, cellular component and molecular function for the foliar transcriptome of *C. amaranticolor*. The right y-axis shows the number of genes in a category, while the left y-axis indicates the percentage of a specific category of genes in that main category.

To further evaluate the completeness of our transcriptome library and the effectiveness of our annotation process, we searched the annotated sequences for the genes involved in the clusters of orthologous group (COG) classifications. In total, out of 61,698 NR hits, 24,147 sequences have a COG classification (Figure 5). Among the 24 COG categories, the cluster for ‘General function prediction’ represents the largest group (3,714, 15.4%) followed by ‘Transcription’ (1,968, 8.2%) and ‘Replication, recombination and repair’ (1,855, 7.7%), while the category of nuclear structure (5, 0.02‰) represents the smallest group (Figure 5). It is noteworthy that 453 unigenes were assigned to the term of ‘Defense mechanism’.

**Figure 5:**
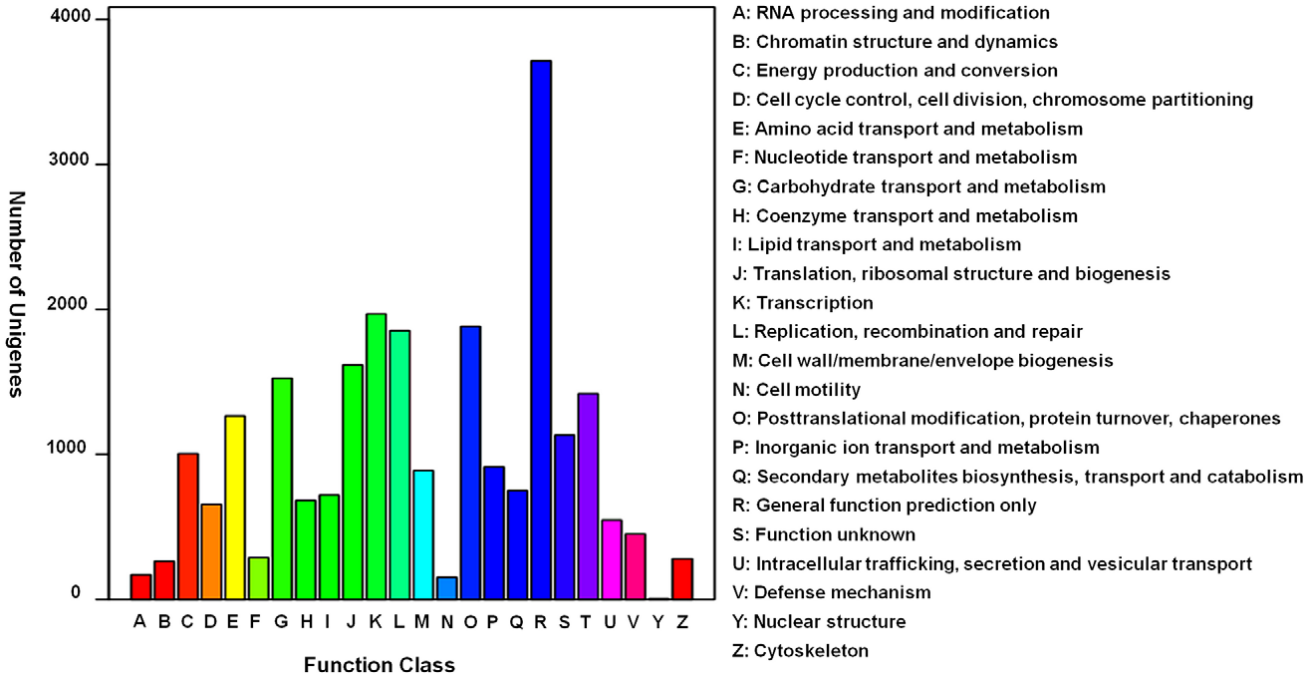
COG function classification of the foliar transcriptome of *C. amaranticolor*. Out of 62,482 nr hits, 24,147 sequences have a COG classification among the 24 categories.

To identify the biological pathways that are active in *C. amaranticolor*, we mapped the 61,698 annotated sequences to the reference canonical pathways in Kyoto Encyclopedia of Genes and Genomes (KEGG) [36]. In total, 27,042 sequences were assigned to 119 KEGG pathways. The pathways with most representation by the unique sequences were ‘Metabolic pathways’ (6,477, 23.95%), ‘Biosynthesis of secondary metabolites’ (3,795, 14.03%), and ‘Plant-pathogen interaction’ (2,346, 8.68%), providing a valuable genetic resource for the investigation of specific biological processes, functions and pathways in *C. amaranticolor*.

### Detection of resistance gene analogs and disease resistance signaling genes

To date, the majority of cloned and functional *R* genes described within the plant kingdom contain a conserved nucleotide binding site (NBS) and a C-terminal leucine-rich repeat (LRR) domain, known as NBS-LRRs [37], [38]. NBS-LRR-encoding genes represent one of the largest and most variable gene families in plants [39], with 149 members in genome of *A. thaliana* [40], 92 in *Brassica rapa* [41], 400–500 in *Medicago* [42], 464 and 483 in two genomes of *O. sativa* [43], 438 in potato [44], 416, 535 and 54 in three woody species poplar, grapevine and papaya, respectively [45], [46] (Yang et al., 2008; Porter et al., 2009). Herein, we compared the current transcriptome data with sequences from NCBI nucleotides and EST database to extract the unigenes represent candidate NBS-LRR *R* genes, and in total 738 unigenes were identified as resistance gene analogs (RGAs) (Table S2). In addition, a number of disease resistance signaling proteins, including NDR1, Rar1, Sgt1, EDS1, PAD4 and NPR1, which play key roles in the R proteins-directed signaling pathways [47], [48], were also identified from *C. amaranticolor* for the first time (Table S3). These overall findings establish a solid genetic basis for characterization of the *R* genes as well as the disease resistance signaling proteins in *C. amaranticolor*, and will certainly facilitate the future research of *Chenopodium* in *R* gene-mediated disease resistance.

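The RGAs encode receptors that detect pathogen effectors inside the cell, and those past the threshold at 6 hpi were mostly lower. The copy of Table S2 used here held 736 unigenes, of which 735 had reads in the DGE libraries. Compared with healthy leaves, 2 RGAs were higher and 29 lower in TMV-6h (deposited label CMV-6h), and 1 was higher and 44 lower in CMV-6h (deposited label TMV-6h). At the late times 113 were higher and 45 lower in TMV-28h, and 84 were higher and 17 lower in CMV-20h. Of all unigenes tested, 3.12% passed in TMV-6h, 3.22% in CMV-6h, 21.4% in TMV-28h and 16.0% in CMV-20h, so RGAs did not pass less often than others at 6 hpi. Their median log2 ratio was -0.44 in TMV-6h, -0.46 in CMV-6h, 0.02 in TMV-28h and 0.15 in CMV-20h. Adjusted over the list alone, the counts were 2 and 30, 1 and 46, 113 and 44, and 83 and 17 in the same order. The RGAs with the most reads did not pass the threshold in any of these 4 comparisons. Unigene24082, an NBS-LRR protein, had a log2 ratio of 0.23 in TMV-6h and -0.81 (95% interval -0.96 to -0.67) in TMV-28h, and Unigene26620 one of 0.45 and -0.79. None of the 5 unigenes matched to a TMV resistance protein passed it either; of them Unigene93460 had 28 reads in healthy leaves and 40 in TMV-28h, and Unigene98476 had 23 and 37. In a further list of 20 unigenes described as NBS-LRR or other disease resistance proteins in the paper's tables of changed unigenes, 18 were lower in TMV-6h and 17 in CMV-6h, with none higher, while 5 were higher and 2 lower in TMV-28h and 4 were higher and 4 lower in CMV-20h. These counts were unaltered when adjusted over the list alone, and since that list was chosen on these libraries it is not independent evidence. A unigene passed at a false discovery rate of at most 0.001 and an absolute log2 ratio of at least 1 in the Audic-Claverie test of 2 libraries. The medians of the further list lay at percentiles 4.39 in TMV-6h, 2.09 in CMV-6h, 96.7 in TMV-28h and 56.9 in CMV-20h among random lists drawn from the described unigenes of the same tables. Because the copy of Table S2 is incomplete beside the paper's 738, the RGAs were not compared with random lists.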

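Most of the 38 unigenes of Table S3, which carry signals from resistance proteins, stayed within the threshold in each comparison with healthy leaves. In TMV-28h 5 were higher and 5 lower, and in CMV-20h 2 were higher and 4 lower. In TMV-6h (deposited label CMV-6h) only Unigene89893, an NDR1/HIN1-like protein named after its values were seen, was lower, with a log2 ratio of -1.54, and in CMV-6h (deposited label TMV-6h) no unigene passed. Of 17 unigenes that the paper groups under NPR1, a receptor for salicylic acid, 3 were higher in TMV-28h and none in the other libraries. By description the group also holds a resistance protein KR4 and BOP/NPR1/NIM1-like regulatory proteins, and such a regulatory protein is among the 3. Not every unigene counted as NPR1 therefore need encode NPR1 itself. Unigene108378 was the NPR1 unigene with the most reads and was 2.13-fold higher in TMV-28h, while Unigene59620 had a log2 ratio of 0.24 there. Of 7 NDR1 unigenes, 5 were lower and 1 was higher in TMV-28h, with Unigene100858 2.77-fold and Unigene4533 2.29-fold lower, and 1 was higher and 1 lower in CMV-20h. Of 7 PAD4 unigenes, 3 were lower in CMV-20h, among them Unigene11612 (2.83-fold) and Unigene15955 (2.07-fold), the latter no longer past the threshold with TMM or median-of-ratios scaling. Of the 2 EDS1 unigenes, Unigene106998 was 3.96-fold higher in TMV-28h and 3.80-fold higher in CMV-20h, and Unigene33189 had only 7 reads in healthy leaves and did not pass. No unigene of SGT1 (4) or RAR1 (1) passed in any comparison with healthy leaves. The most abundant SGT1 unigenes, Unigene54772 and Unigene88142, had log2 ratios of 0.24 and 0.26 in TMV-28h, and the RAR1 unigene, Unigene110248, had one of -0.87 (95% interval -1.17 to -0.58) in CMV-20h. Adjusted over the list alone, 6 were higher and 5 lower in TMV-28h, 2 higher and 6 lower in CMV-20h, and 2 lower in TMV-6h, and within the smaller groups 2 NPR1 unigenes were higher in TMV-28h and 5 PAD4 unigenes lower in CMV-20h. Among 10000 random lists of the same size and expression, the median log2 ratio of NPR1 lay at percentile 99.5 in TMV-28h (0.74) and 98.3 in CMV-20h (0.56), that of NDR1 at 1.21 in TMV-28h (-1.36), 1.03 in TMV-6h (-0.66), 4.86 in CMV-6h and 9.82 in CMV-20h, that of PAD4 at 0.980 in CMV-20h (-1.10) and from 9.74 to 24.9 elsewhere, and that of the whole list at 97.52 in TMV-28h (0.26) and 99.0 in CMV-20h (0.33), which describes these libraries only.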

### DGE library sequencing

An immediate application of our transcriptome sequence data includes analysis of gene expression variation over the stage of virus-induced HR in *C. amaranticolor* leaves. Five cDNA libraries derived from healthy leaves, TMV-6h, TMV-28h, CMV-6h, and CMV-20h were constructed and sequenced by using Illumina HiSeq™ 2000, respectively. 

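Each of the 5 conditions was represented by 1 library, so no difference between conditions could be set against the spread between plants. The authors cleaned the reads, aligned them with SOAPaligner/soap2 to the assembled unigenes with at most 2 mismatches, left out reads that matched several genes and deposited for each unigene the number of uniquely mapped reads, its length and its RPKM. The deposited counts sum to 6189719 reads in healthy leaves, 6121996 in TMV-28h and 5948757 in CMV-20h. For the 6 hpi libraries the paper and the deposited record disagree. The library of 5826515 reads is listed as TMV-6h in Table 2 and labelled CMV-6h in the deposited record, and the library of 6339408 reads is listed as CMV-6h and labelled TMV-6h. The names of Table 2 are used for the values set beside the paper's statements, with the deposited label beside each, and the sources used here do not settle which is right.
Values recomputed here start from the deposited counts. As in the paper, the reads of each virus library were compared with those of healthy leaves by the test of Audic and Claverie. The limits were the paper's: a false discovery rate of at most 0.001 and an absolute log2 ratio of RPKM of at least 1. An RPKM of 0 was likewise replaced by 0.001. The paper does not state whether the test was two-sided or how the rate was adjusted. Here a two-sided test was used, with the Benjamini-Hochberg rate over unigenes with a read in either library. This test weighs counting error alone: it compares 2 libraries and not the conditions, and the 95% intervals of ratios (Clopper-Pearson, conditional on the summed reads) likewise cover counting error only. Folds against a library without a read are lower bounds against a floor of 3 reads. The 4 comparisons share the single healthy library, whose own deviations enter all of them. Healthy leaves were not rubbed with sap, the hour of harvest was not given in the sources used here, and the late samples differ in time (28 hpi for TMV and 20 hpi for CMV). The late parts came from leaves already cut at 6 hpi to take the early part, and the paper names no such cutting for healthy leaves. Settings, lists and the rule for naming unigenes were set before the deposited files were examined, apart from what is marked as chosen later, but values of some unigenes had been seen in the paper's tables and the lists searched by description hold unigenes called on these libraries. Names of unigenes are the best protein matches in the paper's tables, mostly from other species.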

After filtering the low quality reads, 12.5, 11.7, 12.2, 12.5, and 12.4 million clean reads were generated from the five samples, respectively (Table 2). To reveal the molecular events behind DGE profiles, these reads were mapped to the *C. amaranticolor* foliar transcriptome containing 112,453 unigenes. In total of 6,189,719, 5,826,515, 6,121,996, 6,339,408 and 5,948,757 reads derived from healthy leaves, TMV-6h, TMV-28h, CMV-6h and CMV-20h uniquely match with the unigenes in the reference database, respectively (Table 2). 

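All 1997 rows held of Table S4 (early-TMV-inducible genes) and all 680 of Table S13 carried the read numbers of the library labelled CMV-6h in the deposited record, and only 69 and 27 of them equalled those of the library labelled TMV-6h. For Tables S6 and S14 (CMV) all 1998 and 524 rows held carried the read numbers of the library labelled TMV-6h, against 87 and 22 for the other. The copies of Tables S4 and S6 used here hold only the beginning of each. The read numbers were spread over many unigenes in each library. The most abundant unigene in all 5 libraries was Unigene23606, with 19884 reads in healthy leaves and 13899 in TMV-28h, and the 10 most abundant took between 0.779% of the reads (TMV-28h) and 1.29% (TMV-6h). The median unigene with a read had 21 reads in healthy leaves and from 18 to 20 reads in the inoculated libraries. Every deposited RPKM equalled the value computed from the reads, the library total and the unigene length within a relative difference of 1e-6.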

Reads mapped to a unique sequence are the most critical subset of the DGE libraries as they can explicitly identify a transcript. 

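Most unigenes had reads in each library, but many had few. In healthy leaves 106816 unigenes (95.0% of 112452) had at least 1 read, in TMV-6h (deposited label CMV-6h) 105624 (93.9%), in TMV-28h 107101 (95.2%), in CMV-6h (deposited label TMV-6h) 105648 (93.9%) and in CMV-20h 108457 (96.4%). With at least 5 reads as the limit the shares were from 77.2% in TMV-6h to 80.4% in CMV-20h. Reads in all 5 libraries were found for 97338 unigenes, and 454 unigenes of the assembly had none in any library. The depth limits what can be said of single genes: Unigene42803, matched to the resistance protein RPM1, had 1 read in healthy leaves and in TMV-28h and none elsewhere, whereas Unigene101955, another RPM1 unigene, had from 58 to 111 reads per library and did not pass the threshold in any comparison with healthy leaves. In healthy leaves the median was 10 reads for unigenes shorter than 200 bp and 163 reads for those of at least 1 kb.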

In this study, at least 93.93% of sequences in our transcriptome database could be unequivocally identified by the unique match reads (Table 2). To confirm if the number of detected genes increases proportionally to sequencing amount (total tag number), a saturation analysis was performed. As summarized in Figure S2, the results revealed a trend of saturation, in which the number of detected genes almost ceases to increase when the number of reads reaches ∼12 million. 

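When the deposited reads of each library were thinned at random, 10 percent of the reads detected from 73.0% (TMV-6h, deposited label CMV-6h) to 74.9% (healthy leaves) of the unigenes found with all reads, and 50 percent of the reads detected from 95.3% to 95.9%. The last 10 percent of reads added from 518 unigenes in CMV-20h to 617 in TMV-6h. With at least 5 reads as the limit of detection, the last 10 percent added from 1902 unigenes in CMV-6h (deposited label TMV-6h) to 2149 in CMV-20h. The thinning used the uniquely mapped reads and not the clean reads shown in Figure S2.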

Next, the locations of DGE reads on reference genes were also evaluated [14], and the evenly distribution showed in Figure S3 indicated good randomness of these reads.

**Table 2:** Statistics of DGE sequencing data from *C. amaranticolor* infected with distinct viruses.

Sample	Total reads	Map to gene^a^		
		Reads mapping to gene^b^	Unique match reads^b^	Reads-mapped genes^b^
Healthy	12,503,742	6,232,961 (49.85%)	6,189,719 (49.50%)	106,816 (94.99%)
TMV-6h	11,664,230	5,866,379 (50.29%)	5,826,515 (49.95%)	105,624 (93.93%)
TMV-28h	12,204,006	6,165,075 (50.52%)	6,121,996 (50.16%)	107,101 (95.24%)
CMV-6h	12,501,382	6,383,164 (51.06%)	6,339,408 (50.71%)	105,648 (93.95%)
CMV-20h	12,389,583	5,993,814 (48.38%)	5,948,757 (48.01%)	108,457 (96.45%)

a The reads were mapped to foliar transcriptom of *C. amaranticolor* with 112, 452 unigenes.

b The conservative degree of mismatch was no more than 2 bp.

### Genes responding to virus inoculation in *C. amaranticolor*

To identify genes showing a significant expression change in *C. amaranticolor* upon virus infection, the differentially expressed tags between virus-inoculated leaves (TMV-6h, CMV-6h, TMV-28h or CMV-20h) and healthy leaves were identified by an algorithm [49] based on the criteria of significance [False Discovery Rate (FDR)≤0.001 and |log_2_Ratio|≥1]. Accordingly, a total of 1,022,284 significantly changed tag entities were detected between healthy leaves and TMV-6h. Those tags were mapped to 3,297 genes with 1,636 genes up-regulated and 1,661 genes down-regulated, respectively, termed early-TMV-inducible genes (Figure 6 and Table S4). 

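At 6 hpi the library listed as TMV-6h (deposited label CMV-6h) held 1640 unigenes higher and 1774 lower than in healthy leaves. Which direction holds more unigenes depends on the scaling, with 1947 higher and 1505 lower with TMM factors and 1894 and 1551 with median-of-ratios factors. Among described unigenes with at least 100 reads over the 2 libraries, the largest increases were in single unigenes of an alpha-amylase, a lipoxygenase, an allantoinase and PR proteins. These do not stand for their pathways: of 16 unigenes of lipoxygenases and jasmonate 4 rose and 8 fell. Unigene9976, an alpha-amylase, rose from 3 reads to 527, a log2 ratio of 7.54 (95% interval 5.99 to 9.83). Unigene27750, a lipoxygenase that starts oxylipin and jasmonate synthesis, rose 29.7-fold, Unigene10567 (PR10) 24.0-fold, Unigene11501 (another PR protein) 13.3-fold and Unigene74107, an allantoinase of purine breakdown, 13.3-fold. Among the largest decreases, Unigene98897, a GASA2-like protein of the gibberellin-regulated family, went from 160 reads to none and was at least 50.2-fold lower, the beta-1,3-glucanase Unigene17860 was 42.0-fold lower and the leucine-rich repeat protein Unigene24873 was 37.2-fold lower. Another glucanase, Unigene109690, fell from 122 reads to 3 (log2 ratio -5.26, interval -7.56 to -3.68), and the polyamine oxidase Unigene51710 was 38.4-fold lower.
In groups taken from the descriptions in the paper's tables of changed unigenes, 40 of 42 unigenes of amino acid breakdown and the glyoxylate cycle rose and 1 fell, among the former Unigene101515 (3-methylcrotonyl-CoA carboxylase of leucine breakdown, 3.39-fold), and outside the list Unigene98049, a proline dehydrogenase, rose 3.72-fold. Of 36 unigenes of the Calvin cycle and of sucrose and starch metabolism 28 fell and 1 rose, of 15 of photosynthesis (with RuBisCO and chlorophyll synthesis) 11 fell and none rose, and of 23 of nitrate reduction and ammonium assimilation (with glutamate dehydrogenases) 19 fell and 4 rose. Among 17 PR proteins 9 rose and 6 fell. Adjusted over the list alone these counts were unaltered except that 7 PR proteins fell, and since the lists were chosen on these libraries their direction is not independent evidence. The fewest summed reads of a called unigene were 14. With an assumed coefficient of variation of 0.2 between libraries in a negative binomial exact test, 126 unigenes were higher and 167 lower, with one of 0.4, 2 and 1, and at an absolute log2 ratio of at least 2, 417 and 626.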

Between healthy leaves and TMV-28h, a total of 23,247 differentially expressed genes were detected with roughly the same amount of up-regulated genes (11,923) and down-regulated genes (11,324), and were named as late-TMV-inducible genes (Figure 6 and Table S5). Similarly, between healthy leaves and CMV-6h, 1,383 genes up-regulated and 1,961 genes down-regulated were defined as early-CMV-inducible genes (Figure 6 and Table S6), while between healthy and CMV-20h, a total of 17,458 differentially expressed genes, termed late-CMV-inducible genes, were identified with roughly the same amount of up-regulated genes (9,862) and down-regulated genes (7,596) (Figure 6 and Table S7). Collectively, these four datasets showed that numbers of both up-regulated (>2-fold) and down-regulated (<2-fold) genes increased following either TMV- or CMV-inoculation.

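In TMV-28h, when lesions became visible, 11927 unigenes were higher and 11822 lower than in healthy leaves. Unigene85627, a lipid binding protein, rose 160-fold, and Unigene106621, an ATP-binding cassette transporter, rose 72.7-fold. Unigene22977, an ACC synthase of ethylene production, and Unigene24273, a seed maturation protein, had no read in healthy leaves and were at least 39.8-fold and 75.2-fold higher. Unigene17860, a glucanase, fell from 223 reads to 1 (log2 ratio -7.79, 95% interval -13.10 to -5.29), Unigene23542, another glucanase, from 137 to 1 (-7.08, interval -12.40 to -4.58), and Unigene70685, a cytochrome P450, from 292 to 3 (-6.59, interval -8.88 to -5.03). The GASA2-like Unigene98897, again without a read, was at least 52.7-fold lower, and the polyamine oxidase Unigene51710 kept 1 read (log2 ratio -7.33, interval -12.65 to -4.83).
Of 26 chitinase and glucanase unigenes 18 rose and 7 fell, with Unigene69322 17.5-fold and Unigene43975 17.1-fold higher. Among PR proteins 12 of 17 rose and 2 fell (12 and 3 when adjusted over the list alone). Receptor kinases, which perceive signals at the cell surface, rose in 14 of 18 unigenes and fell in 1, as in Unigene101456, a wall-associated kinase (10.3-fold). All 15 photosynthesis unigenes and 35 of 36 of the Calvin cycle and of sucrose and starch metabolism fell, including the oxygen-evolving complex protein Unigene6090 (6.80-fold lower) and the RuBisCO small subunit Unigene63642 (3.45-fold lower). Of 23 unigenes of nitrate reduction and ammonium assimilation 19 fell and 4 rose, with nitrate reductase Unigene6273 9.56-fold lower. Apart from the PR proteins these counts were unaltered when adjusted over the list alone, and they are not independent evidence because the lists came from unigenes called on these libraries. Such descriptions were held for 6.22% of the unigenes called here, against 50.7% in the library listed as TMV-6h (deposited label CMV-6h). With an assumed coefficient of variation of 0.2 the counts were 5762 higher and 3956 lower, with 0.4 they were 822 and 132, and at an absolute log2 ratio of at least 2 they were 7347 and 5746.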

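At 6 hpi the library listed as CMV-6h (deposited label TMV-6h) held 1387 unigenes higher and 2135 lower than in healthy leaves. Among described unigenes with at least 100 reads over the 2 libraries, the largest increases were in Unigene26690, a major latex protein homolog (21.1-fold), in Unigene12961, a glycosyltransferase (9.14-fold), in PR10 (Unigene10567, 8.92-fold), in Unigene106337, a short-chain dehydrogenase (8.72-fold), and in Unigene107436, a major latex-like protein (7.32-fold). The alpha-amylase Unigene9976 had 3 reads in healthy leaves and 95 in this library (log2 ratio 4.95, 95% interval 3.36 to 7.25). Unigene27393, a peroxidase, had no read and was at least 39.6-fold lower, and Unigene104784, a germin-like protein, and Unigene19761, a lipoxygenase matched to *Nicotiana attenuata*, were each 19.8-fold lower. In this library 41 of 42 unigenes of amino acid breakdown and the glyoxylate cycle rose and none fell, and 33 of 36 of the Calvin cycle and of sucrose and starch metabolism fell and 1 rose. Of 15 photosynthesis unigenes 12 fell, of 18 receptor kinases 16 fell and of 26 chitinases and glucanases 20 fell and 1 rose. The PR proteins were divided, with 6 of 17 higher and 7 lower.
In CMV-20h 9873 unigenes were higher and 7854 lower. Unigene112045, an agglutinin related to the seed lectin of *Amaranthus caudatus*, rose 75.1-fold to 12197 reads, Unigene85627 (lipid binding protein) 43.9-fold, Unigene26690 (major latex protein homolog) 43.1-fold and the transporter Unigene106621 42.7-fold, while the ACC synthase Unigene22977 was at least 96.1-fold higher. A second GASA2-like unigene, Unigene103942, was 97.1-fold lower, the lipid transfer protein Unigene110017 53.0-fold lower and the extensin-family Unigene33225 50.8-fold lower. Of the PR proteins 11 rose and none fell, of the chitinases and glucanases 15 rose and 7 fell, of the receptor kinases 13 rose and 2 fell, and of the photosynthesis unigenes 10 fell and 1 rose. Nitrate reduction and ammonium assimilation rose in 9 of 23 unigenes and fell in 4, and the 36 of the Calvin cycle and of sucrose and starch metabolism held 29 that fell and none that rose. Adjusted over the list alone the counts were as given except that 34 unigenes of the Calvin cycle group fell in CMV-6h and 1 PR protein fell in CMV-20h, and the lists, chosen on these libraries, are not independent evidence. With median-of-ratios scaling 14 unigenes of the nitrate group were higher in CMV-20h. With an assumed coefficient of variation of 0.2 between libraries the counts were 85 higher and 191 lower in CMV-6h and 3943 and 1636 in CMV-20h, with 0.4 they were 0 and 0, and 339 and 72, and at an absolute log2 ratio of at least 2 they were 271 and 800, and 5745 and 2865.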

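A direct test of the late against the early library of each virus, which leaves out healthy leaves, also found many unigenes past the threshold, 13205 higher and 11777 lower in TMV-28h than in TMV-6h (deposited label CMV-6h) and 12347 higher and 8951 lower in CMV-20h than in CMV-6h (deposited label TMV-6h). Receptor kinases were higher late in 15 of 18 unigenes for TMV and in 14 of 18 for CMV, each with 1 lower. Chitinases and glucanases were higher in 16 of 26 for each virus, with 3 and 2 lower, and of 16 unigenes of lipoxygenases and jasmonate synthesis 10 were higher and 3 lower for TMV and 12 were higher and none lower for CMV. In the other direction, 31 of 42 unigenes of amino acid breakdown and the glyoxylate cycle were lower late for TMV and 25 for CMV, with none higher. Photosynthesis unigenes were lower late for TMV in 11 of 15 with none higher, whereas for CMV 2 were higher and none lower. Nitrate reduction and ammonium assimilation was higher late for CMV in 19 of 23 unigenes with none lower, and for TMV 3 were lower and none higher. With the deposited labels as the pairing of the 6 hpi libraries, 15 of these 23 were higher late for CMV and 13 were lower late for TMV, and the other lists named here kept the direction of most of their calls. These lists were chosen on the same libraries, from tables that each required a call at 6 hpi, and are not independent evidence. The late samples are 28 hpi and 20 hpi, so the sizes of the 2 increases are not at equal times. The late parts also came from leaves already cut to take the early part. An effect of this cutting cannot be told apart from the time after inoculation. When the 6 hpi libraries are paired by the deposited labels, the counts become 14337 and 12999 for TMV and 10857 and 7661 for CMV. With assumed coefficients of variation of 0.2 and 0.4 they are 6777 and 3955, and 1262 and 132, for TMV, and 5617 and 2126, and 713 and 71, for CMV, and at an absolute log2 ratio of at least 2 they are 8460 and 5776, and 7854 and 3240.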

**Figure 6:**
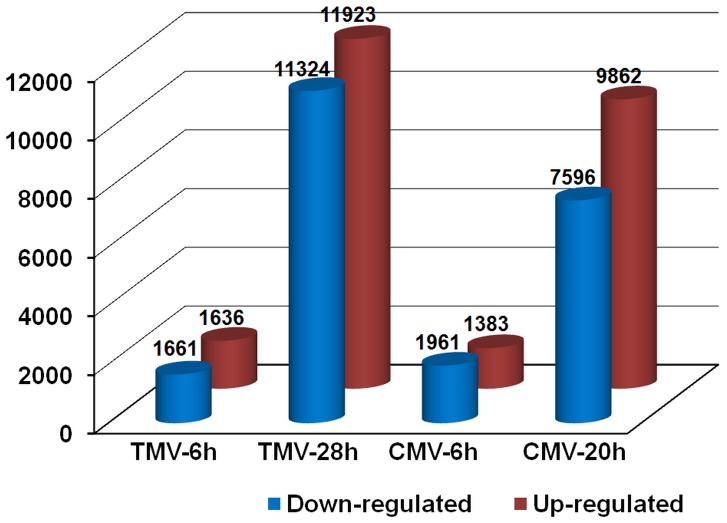
Changes in gene expression profiles of the TMV- and CMV-inoculated *C. amaranticolor* leaves at two different time points post-inoculation. The comparisons were made between inoculated and uninoculated (healthy leaves) at each time point. The numbers of up-regulated and down-regulated genes are summarized.

Based on the four datasets, multiple comparisons were made to capture genes commonly regulated in *C. amaranticolor* upon different virus infection. As shown in the Venn diagrams (Figure 7A and 7B), a total of 1,238 unigenes including 319 up-regulated unigenes and 919 down-regulated unigenes were common between the early- and late-TMV-inducible genes (Table S8), while 286 up-regulated unigenes and 652 down-regulated unigenes overlapped between the early- and late-CMV-inducible genes (Table S9). Moreover, a total of 927 up-regulated unigenes and 1,058 down-regulated genes were common between the early-TMV- and early-CMV-inducible genes (Table S10), while between the late-TMV- and late-CMV-inducible genes, 6,181 up-regulated unigenes and 5,430 down-regulated genes, a total of 11,611 unigenes overlapped (Table S11). 

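Unigenes changed in the same direction at both times included, for TMV, Unigene111566, a jasmonate-induced protein homolog (log2 ratios 1.90 in TMV-6h, deposited label CMV-6h, and 1.92 in TMV-28h), and Unigene88512, a receptor kinase (1.45 and 1.55). Lower at both times were Unigene3061, the ACC oxidase that completes ethylene synthesis (-2.03 and -4.28), and the nitrate reductase unigene Unigene6273, the entry enzyme of nitrate use, at -1.74 early. For CMV, Unigene12961 (glycosyltransferase), Unigene109216 (a xyloglucan endotransglycosylase that remodels cell walls, 5.66-fold and 4.36-fold) and Unigene106337 (short-chain dehydrogenase) were higher in CMV-6h (deposited label TMV-6h) and in CMV-20h, and the RuBisCO small subunit Unigene63642 (-1.72 and -1.17) and a phosphoglycerate kinase, Unigene99706 (-1.41 and -1.76), were lower in both. In all, TMV-6h and TMV-28h shared 322 higher and 987 lower unigenes, beside 172 and 193 for independent lists of these sizes. CMV-6h and CMV-20h shared 344 higher and 686 lower, beside 121 and 154 for independent lists.
Comparisons with one healthy library share its chance deviations. Simulated sets of unchanged libraries, with the healthy library simulated too, shared no unigene with counting error only. With a coefficient of variation of 0.2 they shared on average 80.0 higher and 46.0 lower for TMV and 83.1 and 45.6 for CMV. With one of 0.4 they shared 1764 and 1572 for TMV and 1805 and 1588 for CMV. At 0.4 they also held 5336 higher calls in TMV-6h and 5445 in CMV-6h, against 1640 and 1387 observed. Part of the excess may come from the shared healthy library or from the leaves that early and late parts shared, which cannot be split. Opposite calls also exceeded independent lists. Lower early and higher late were 316 beside 187 for TMV and 396 beside 186 for CMV, and the reverse 413 beside 178 and 195 beside 100. An excess over independent lists thus does not by itself show that early and late changes run the same way. Over 30487 unigenes with a mean of at least 50 reads, the covariance of the log2 ratios was 0.0102 for TMV and -0.0756 for CMV, where unchanged libraries gave 0.0209 with counting error only, 0.106 with 0.2, and 0.381 (TMV) and 0.383 (CMV) with 0.4. Paired by the deposited labels, the covariance is -0.194 for TMV and 0.123 for CMV. The overlaps are then 131 and 968 for TMV and 575 and 735 for CMV. With an assumed coefficient of variation of 0.2 in the test they are 24 and 106 for TMV and 27 and 48 for CMV, with 0.4 they are 0 and 1, and 0 and 0, and at an absolute log2 ratio of at least 2 they are 93 and 276, and 74 and 130.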

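Both viruses were followed at 6 hpi by higher levels of enzymes of amino acid breakdown, such as Unigene107864, a subunit of the branched-chain keto acid dehydrogenase, with log2 ratios of 1.28 in TMV-6h (deposited label CMV-6h) and 1.24 in CMV-6h (deposited label TMV-6h). Shared decreases at 6 hpi included the germin-like Unigene104784 (-5.00 and -4.31) and the beta-1,3-glucanase Unigene17860 (-5.39 and -4.13). The 6 hpi libraries shared 928 higher and 1155 lower unigenes, beside 21.0 and 34.9 for independent lists, and 1 unigene was called in opposite directions. The late libraries shared 6187 higher and 5661 lower, beside 1059 and 844, with 310 in opposite directions. Among the late shared increases, the ACC synthase Unigene22977 reached 118 reads in TMV-28h and 277 in CMV-20h from none in healthy leaves, the disease resistance protein Unigene102636 rose 10.4-fold and 5.76-fold, and a glutamate dehydrogenase, Unigene103813, rose 2.22-fold and 3.98-fold. Shared late decreases included the cytochrome P450 Unigene103641 (9.92-fold and 11.1-fold lower).
Unchanged libraries simulated together with a healthy library gave no shared call with counting error only. At 6 hpi the averages were 82.8 higher and 49.3 lower with a coefficient of variation of 0.2, and 1794 and 1579 with 0.4. For the late libraries they were 78.4 and 46.8, and 1801 and 1587. The 6 hpi averages at 0.4 exceed the observed overlap. At 0.4, however, the simulated TMV-6h library also held 5336 higher and 5312 lower calls, against 1640 and 1774 observed. Unchanged 6 hpi pairs compared directly differed in 863 unigenes at 0.2, against 454 observed. A spread of 0.4 in all unigenes is thus larger than these 6 hpi libraries show. Part of the observed excess may still come from the single shared healthy library. Across unigenes, which are not independent replicates, the log2 ratios of the 6 hpi libraries had a correlation of 0.802 and a covariance of 0.359, where unchanged libraries, through the shared denominator alone, gave mean correlations of at most 0.501 and covariances of 0.0209, 0.106 and 0.382 with counting error only, 0.2 and 0.4. For the late libraries the correlation was 0.774 and the covariance 1.61. With assumed coefficients of variation of 0.2 and 0.4 in the test, 47 and 85, and 0 and 0, are shared at 6 hpi and 2450 and 1066, and 165 and 21, late, and at an absolute log2 ratio of at least 2, 160 and 341, and 3615 and 1664.

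**Figure D1:**
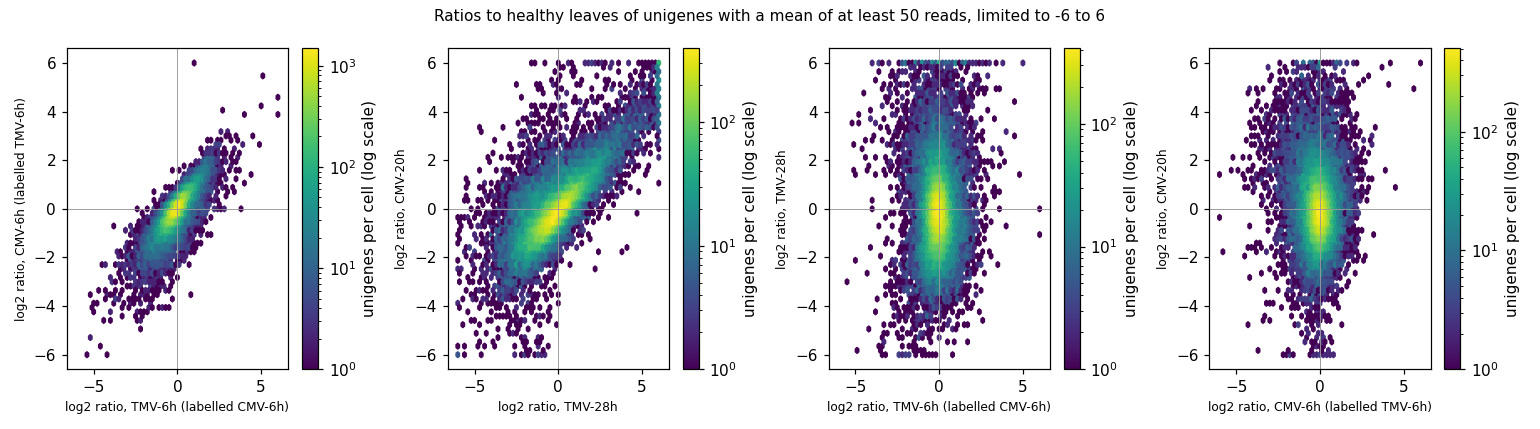
Log2 ratios to healthy leaves of 30487 unigenes with a mean of at least 50 reads, limited to -6 to 6, for 4 pairs of libraries; colour gives the number of unigenes per cell on a log scale. The correlation was 0.802 for the pair of 6 hpi libraries and 0.774 for the pair of late libraries. With the names of Table 2 it was 0.00972 for the early and late libraries of TMV and -0.0844 for those of CMV. Paired by the deposited labels it was -0.183 for TMV and 0.140 for CMV (these pairs are not drawn). For the pairs drawn, unchanged libraries simulated with 1 shared healthy library gave mean correlations from 0.491 to 0.501.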

Further comparative analysis of the four datasets defined a core set of 461 unigenes comprising 93 up-regulated unigenes and 368 down-regulated unigenes which were commonly regulated by both TMV and CMV at all aforementioned post-inoculation times (Figure 7A and 7B and Table S12).

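The set higher in all 4 comparisons held 93 unigenes and the set lower in all 4 held 410. Of the higher unigenes the one with the most reads was the agglutinin Unigene112045, a carbohydrate-binding lectin, at log2 ratios of 3.26 in TMV-6h (deposited label CMV-6h), 2.52 in TMV-28h and 2.10 in CMV-6h (deposited label TMV-6h). It was followed by the lipoxygenase Unigene27750 (1.38 in TMV-28h and 2.55 in CMV-20h), Unigene6124, a petal death protein (from 1.25 in TMV-6h to 5.41 in CMV-20h), Unigene111409, a xyloglucanase inhibitor (from 1.19 in CMV-6h to 4.84 in CMV-20h), and Unigene94649, a glutamate dehydrogenase of ammonium release from amino acids (from 1.38 in CMV-6h to 2.42 in CMV-20h). Of the lower set, the polyamine oxidases Unigene111695 (from -5.55 in TMV-28h to -1.94 in CMV-20h) and Unigene108118 (from -5.09 in TMV-28h to -1.83 in CMV-20h) had many reads, as did the thioredoxin peroxidase Unigene100130 (from -2.41 in CMV-20h to -1.42 in CMV-6h), carbonic anhydrase Unigene83453 (-3.58 in CMV-6h to -1.62 in CMV-20h) and the phosphoglycerate kinase Unigene102493, whose -1.03 in TMV-6h lost its call with TMM or median-of-ratios scaling. All 11 polyamine oxidase unigenes fell in all 4 comparisons, also when adjusted over the list alone, and 16, 13, 16 and 12 of 22 peroxidases fell in TMV-6h, TMV-28h, CMV-6h and CMV-20h, with 5, 5, 3 and 3 higher; both lists were chosen on these libraries and are not independent evidence.
Unchanged libraries simulated with 1 shared healthy library and a coefficient of variation of 0.2 gave on average 14.7 unigenes higher and 4.05 lower in all 4. With 0.4 they gave 560 and 363, but that spread also gave 5336 higher calls in TMV-6h, against 1640 observed. With assumed coefficients of 0.2 and 0.4 in the test the sets hold 4 and 30, and 0 and 0, and at an absolute log2 ratio of at least 2, 15 and 75.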

**Figure 7:**
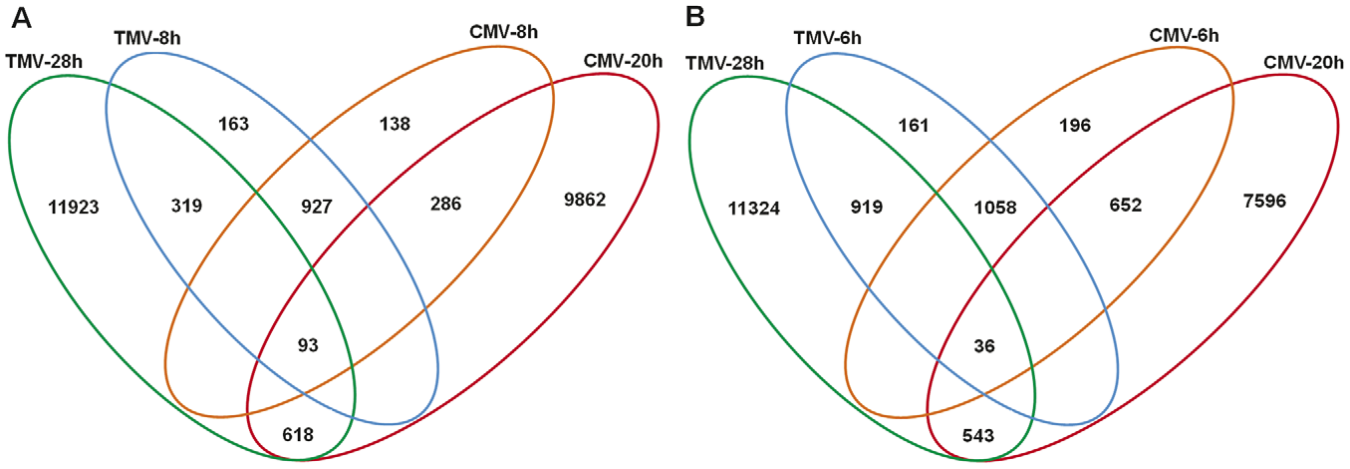
The generalized Venn diagrams with four datasets of TMV-6h, TMV-28h, CMV-6h and CMV-28h and their intersections. (A) Up-regulated genes and (B) down-regulated genes for each time point post-inoculation with TMV or CMV. All comparisons were made between inoculated and uninoculated (healthy) leaves at each time point.

Efforts were also made to collect the alternatively regulated genes during the stage of HR induced by TMV or CMV. To this end, we identified that 275 unigenes were down-regulated in CMV-6h but up-regulated in CMV-20h, showing ‘down-up’ expression profiles, whereas 405 unigenes were regulated in the opposite direction (Table S13). 

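Between CMV-6h (deposited label TMV-6h) and CMV-20h, 396 unigenes were lower at the early and higher at the late time, and 195 were higher early and lower late. The paper's text gives 275 and 405 for CMV, but the unigenes of the table it cites were called here in TMV, in those numbers. Down-up unigenes included the ribosome-inactivating proteins Unigene109606 (log2 ratios -1.59 and 1.38) and Unigene88526 (-1.83 and 1.20), which depurinate ribosomal RNA and belong to a class known for antiviral activity, the disease resistance protein Unigene102636 (-2.23 and 2.53), the ACC synthase Unigene94338 (3.77-fold lower, then 2.82-fold higher) and the heat shock protein Unigene71820 (-1.83 and 3.10). The wall-associated kinase Unigene101456 (-1.56 and 2.48) was down-up as well, but its early decrease no longer passed with TMM or median-of-ratios scaling. Up-down unigenes included the cytochrome P450 Unigene103641 (1.10 and -3.48). Of all 5 ribosome-inactivating unigenes, 2 rose and 2 fell in CMV-20h. Independent lists of these sizes would share 186 and 100 unigenes, a number that leaves out the shared healthy library. Unchanged libraries simulated with 1 shared healthy library gave no opposite call with counting error only or with a coefficient of variation of 0.2. With 0.4 they gave on average 81.1, both directions together, where 591 were observed. Paired by the deposited labels, CMV has 230 down-up and 145 up-down unigenes. With assumed coefficients of variation of 0.2 and 0.4 there are 10 and 0, and 0 and 0, and at an absolute log2 ratio of at least 2, 90 and 4.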

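In TMV-6h (deposited label CMV-6h) and TMV-28h, 316 unigenes were lower early and higher late and 413 were higher early and lower late. The paper's text gives 330 and 194 for TMV, but the unigenes of the table it cites were called here in CMV, in those numbers. Down-up unigenes included Unigene27393, a peroxidase (log2 ratios -4.45 and 1.76), Unigene65745, a thaumatin-like PR protein (-1.92 and 3.06), Unigene97277, an NDR1-like protein (-1.37 and 1.12), and Unigene1692, another peroxidase (-1.35 and 2.60). Up-down unigenes included the xyloglucan endotransglycosylase Unigene109216 (2.17 and -1.26) and Unigene109587, a CYP85A1 of brassinosteroid synthesis (1.02 and -3.30). For independent lists of these sizes 187 and 178 unigenes are obtained, without regard to the healthy library that both comparisons share. Simulated unchanged libraries with 1 shared healthy library held no opposite call with counting error only or a coefficient of variation of 0.2. With 0.4 they held on average 79.2, both directions together, beside 729 observed. With the deposited labels as the pairing, TMV has 487 down-up and 483 up-down unigenes. Assumed coefficients of variation of 0.2 and 0.4 leave 16 and 11, and 0 and 0, and a limit of 2 on the absolute log2 ratio leaves 80 and 25.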

For TMV infection, a total of 330 unigenes displayed ‘down-up’ expression profiles in TMV-6h/TMV-28h, while 194 unigenes showed ‘up-down’ expression profiles (Table S14). Further comparisons of these alternatively regulated genes identified 102 commonly ‘down-up’ regulated unigenes and 89 commonly ‘up-down’ regulated unigenes during both TMV and CMV infection (Table S15).

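In both viruses 123 unigenes were down-up and 90 up-down, whichever way the 6 hpi libraries are named. The down-up unigenes with the most reads were Unigene99165, a heat shock cognate protein, with 320 reads in healthy leaves, 118 and 94 in the libraries listed as TMV-6h and CMV-6h (deposited labels CMV-6h and TMV-6h) and 3038 and 2413 in TMV-28h and CMV-20h, Unigene10536, a UDP-glucosyltransferase (275, 80, 75, 2317 and 1201 reads in the same order), Unigene68281, a calnexin of protein folding, the glucanase Unigene43975 and the WRKY transcription factor Unigene82906. The early decrease of Unigene68281 in TMV-6h (log2 ratio -1.01) did not pass with either other scaling. The up-down unigenes with the most reads were Unigene97174 (beta-galactosidase; log2 ratios 1.20, 1.32, -3.37 and -2.21 in the same order of libraries), the protein kinases Unigene46616 and Unigene81826, a second beta-galactosidase, Unigene51901, and Unigene97622, matched to CARSR12 of carnation. Of 7 unigenes of cyclic nucleotide-gated channels, which conduct calcium in defence signalling, 5 were higher in TMV-6h and 6 in CMV-6h and 5 were lower in TMV-28h and 6 in CMV-20h, where 3 remained with median-of-ratios scaling, and 1, Unigene27671, ran the opposite way. Among 13 heat shock unigenes 8 were higher and 3 lower in TMV-28h and 9 and 3 in CMV-20h, against 6 and 5 in TMV-6h and 1 and 7 in CMV-6h (3 and 7 when adjusted over the list alone). Both lists were chosen on these libraries and are not independent evidence. Assumed coefficients of variation of 0.2 and 0.4 leave 5 and 0, and 0 and 0, and at an absolute log2 ratio of at least 2 there are 19 and 1.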

These overall datasets presented a significant number of genes commonly regulated in both TMV- and CMV-infected *C. amaranticolor*, suggesting the host plant might make use of some common pathways for defense against distinct viruses.

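A direct test of the virus libraries, without healthy leaves, found few differences at 6 hpi and many late. The library listed as TMV-6h (deposited label CMV-6h) held 388 unigenes higher and 66 lower than the library listed as CMV-6h (deposited label TMV-6h), whereas TMV-28h held 4149 higher and 6212 lower than CMV-20h. At 6 hpi the difference included 9 of 23 unigenes of nitrate reduction and ammonium assimilation and 5 of 11 polyamine oxidases, lower in the library listed as TMV-6h, and 7 of 17 PR proteins, higher there. Late, 15 unigenes of the nitrate group, 11 of 15 of photosynthesis and 7 polyamine oxidases were lower in TMV-28h than in CMV-20h, with none higher, and the 3 PR1 unigenes were higher in TMV-28h. Of 33 cell wall loosening unigenes 12 were lower and 1 higher there. The lists were chosen on these libraries and are not independent evidence. Of the 93 and 410 unigenes common to all 4 comparisons, 46 and 231 were called in at least 1 of the 4 direct comparisons. These include the late against the early library of each virus, paired by the names of Table 2 only. From the number of unigenes regulated alike after both viruses, the paper proposes that the plant might use some common pathways of defence against distinct viruses. With assumed coefficients of variation of 0.2 and 0.4 the direct counts are 8 and 2, and 0 and 0, at 6 hpi and 772 and 2202, and 12 and 132, late, and at an absolute log2 ratio of at least 2 they are 96 and 11, and 1313 and 3527.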

### Functional categorization of the identified genes

Of the identified differentially expressed genes, efforts have been first put forward to functional categorization of the 93 commonly up-regulated unigenes and 368 commonly down-regulated unigenes among the TMV-6h, TMV-28h, CMV-6h and CMV-20h. Apart from the unclassified ones, a total of 49 up-regulated unigenes and 111 down-regulated unigenes were categorized into various levels of GO biological processes, predominately in the ‘metabolism’ GO category including disaccharide, lipid, amino acids, protein, carbohydrate and primary metabolism, while the remaining ones were assigned to the GO processes of stress, defense, signal as well as transport (Table S12). Similarly, functional categorization of the 102 unigenes with ‘down-up’ expression profiles and 89 unigenes with ‘up-down’ profiles showed that, except the unclassified ones, the unigenes were also predominately categorized into the ‘metabolism’ GO category including protein and primary metabolism (Table S15).

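Of the 93 unigenes higher in all 4 comparisons, 49 carried a GO biological process term in the paper's tables, and of the 410 lower ones 123 did. Terms of metabolic, catabolic or biosynthetic processes were carried by 36 of the 49 higher and 77 of the 123 lower unigenes, terms of a response or of defense by 19 and 35, and terms of transport or localization by 7 and 6; a unigene can carry several. Among the higher unigenes, the term glycerol metabolic process was carried by 5, response to other organism by 5, response to hormone stimulus by 6 and aerobic respiration by 3. In the lower set, 5 unigenes carried disaccharide metabolic process, 5 starch metabolic process, 4 carbon fixation, 7 defense response and 5 response to water deprivation. A description that names a protein was held for 45 of the higher and 171 of the lower unigenes. The terms are those of the authors' tables and were counted without a test of enrichment, since the terms of the unigenes that did not change were not analysed here.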

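Among the 123 down-up unigenes 46 carried a GO process term, with protein modification process the most frequent (13), then primary metabolic process (7) and response to stress (5). Terms of inorganic anion transport (4) and cellular response to starvation (3) were also present. Of the 90 up-down unigenes 43 carried one, with primary metabolic process on 17, response to stress on 9, protein modification process on 8 and transport on 5. By keyword, metabolic, catabolic or biosynthetic terms were on 21 of the down-up and 25 of the up-down unigenes, response or defense terms on 11 and 20, and transport or localization terms on 6 in each set. Median log2 ratios of the down-up set were -1.88 in TMV-6h (deposited label CMV-6h), -2.26 in CMV-6h (deposited label TMV-6h), 2.49 in TMV-28h and 1.61 in CMV-20h. The counts have no test of enrichment.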

To comprehensively assess the biological functions of the differentially expressed genes, all four sets of differentially expressed genes were mapped to KEGG database terms and compared with the whole transcriptome data, with a view to identify significantly enriched metabolic or signal transduction pathways. Among all the genes with KEGG pathway annotation, a total of 1,119, 1,174, 6,064 and 7,571 differentially expressed genes from the datasets of the early-TMV-inducible genes (TMV-6h), the late- TMV-inducible genes (TMV-28h), the early-CMV-inducible genes (CMV-6h) and the late-CMV-inducible genes (CMV-28h), were assigned to 97, 118, 102 and 118 KEGG pathways, respectively, suggesting the virus infection induces global alteration of the genes transcription profiles in *C. amaranticolor*.

Specific observations were made for the pathway of plant-pathogen interaction (PPI), in which, a total of 155, 141, 954 and 685 differentially expressed genes derived from TMV-6h, CMV-6h, TMV-28h and CMV-20h, respectively, were enriched. 

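Both unigenes matched to RIN4, the membrane protein that resistance proteins guard, were lower at 6 hpi. Unigene84817 had 73 reads in healthy leaves, 16 in TMV-6h (deposited label CMV-6h) and 20 in CMV-6h (deposited label TMV-6h), log2 ratios of -2.10 (95% interval -2.98 to -1.31) and -1.90 (-2.69 to -1.17). Unigene57536 had 65, 24 and 15 reads, log2 ratios of -1.35 and -2.15, and its call in TMV-6h was lost with TMM or median-of-ratios scaling, which leave 1 of 2. Of 10 unigenes matched to the resistance protein RPS2 none passed the threshold in TMV-6h, where Unigene8237 had a log2 ratio of -0.48 and Unigene4563 one of -0.40, and 3 were lower in CMV-6h, among them Unigene8237 (-1.31) and Unigene4563 (-1.22, lost with either scaling). The RPS2 median was -0.44 and -0.92. The RIN4 list was chosen on these libraries, so that its decrease is not independent evidence, and counts of both lists were the same when adjusted over the list alone. The pathway assignment of the unigenes was not analysed here.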

Interestingly, in TMV-6h and CMV-6h which represent the early stage of HR, over 80% of the differentially expressed genes in PPI pathway were significantly down-regulated, including RIN4, RPS2 and RPS5, the key proteins mediate effector-triggered HR cell death [5], [50]. Similarly, the host factors of EFR [51], [52] and WRKY29 [53], [54] in Mitogen-activated protein kinase (MAPK) signaling cascade, the well-known defense marker PR1 [55] and the essential gene *COI1* for jasmonate-regulated defense [56] were all down-regulated at the early stage. In contrast, at the late stage of HR (CMV-20h and TMV-28h), the majority (>80%) of the differentially expressed genes enriched in PPI were highly up-regulated, such as RIN4, RPS5 and the MAPK signaling cascade-associated genes MKK4/5 [57] and WRKY25/33 [58]–[60]. It is noteworthy to mention the ‘down-up’ expression profiles of the *RIN4* and *RPS5*, which suggest essential roles of these two genes during virus-induced HR and merit further investigation. In addition, a particular interest was given to NHO1, a non-host resistance gene [61], [62], which is the unique gene consistently up-regulated in all four samples, indicating its yet undetermined role in virus resistance. Collectively, these observations defined that number of unigenes in PPI pathway underwent complicated regulation mechanisms during virus-induced HR, leading to a first dynamic picture of the changes in the overall pattern of gene expression in PPI pathway of *C. amaranticolor*.

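All 3 unigenes matched to PR1, a marker of salicylic acid responses, were nearly silent at 6 hpi. Unigene47090 fell from 55 reads in healthy leaves to 2 in TMV-6h (deposited label CMV-6h; log2 ratio -4.69, 95% interval -7.78 to -2.77) and to 4 in CMV-6h (deposited label TMV-6h; -3.82, interval -5.74 to -2.38). Unigene28154 had 37 reads in healthy leaves and none at 6 hpi, at least 11.6-fold and 12.6-fold lower, and Unigene11014 had 16 and none. Of 6 WRKY unigenes, transcription factors that act in part downstream of MAPK signaling, 5 fell in each 6 hpi library, among them Unigene82906 (-1.42 and -1.77) and Unigene53617 (-1.65 and -2.19), and Unigene96044, named after its values were seen, rose in TMV-6h (2.52). The WRKY medians of -1.51 and -2.45 lay at percentiles 8.25 and 0.05 among 10000 random lists drawn from the described unigenes of the same tables. The MAPK unigene, Unigene23974, was 2.48-fold and 2.42-fold lower. Adjusted over the list alone, 1 WRKY unigene was also higher in CMV-6h. The lists were chosen on these libraries and are not independent evidence, and the descriptions held here name no EFR, COI1 or WRKY29.

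**Figure D2:**
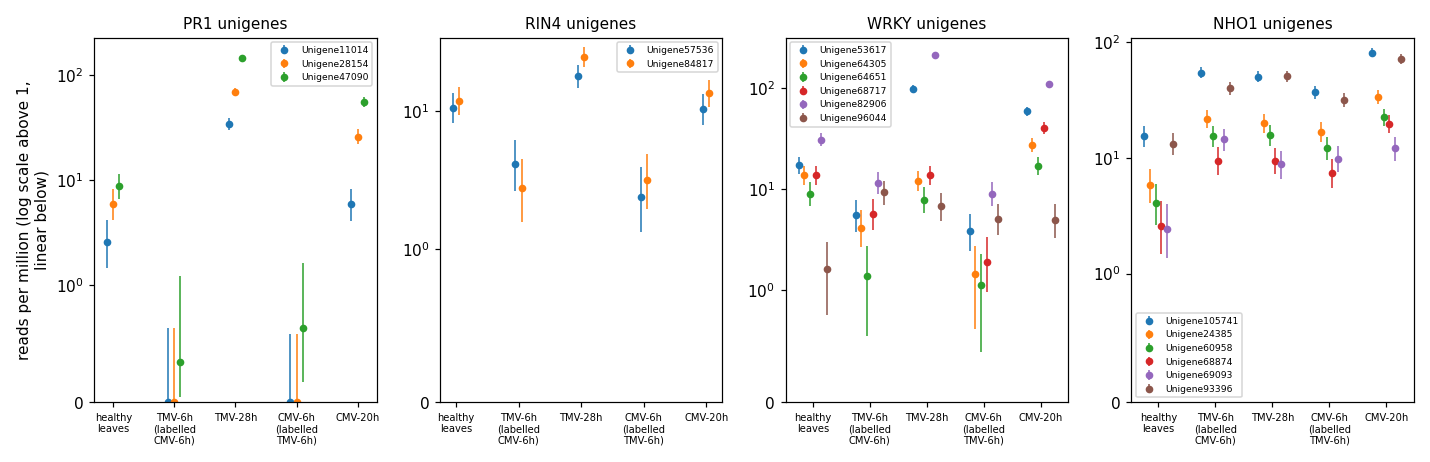
Reads of the PR1, RIN4, WRKY and NHO1 unigenes, scaled to library size, in the 5 libraries (vertical axis logarithmic above 1 and linear below; bars are exact 95% Poisson intervals of the reads and cover counting error only). In the PR1 panel both 6 hpi libraries lie below healthy leaves and both late libraries above, and in the NHO1 panel all 4 inoculated libraries lie above healthy leaves.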

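In the late libraries some defence lists held more unigenes higher than lower compared with healthy leaves and others did not. PR1 rose in 3 of 3 unigenes in TMV-28h and in 2 of 3 in CMV-20h, with Unigene47090 16.4-fold and 6.21-fold higher and Unigene28154 11.6-fold and 4.36-fold. WRKY unigenes rose in 3 of 6 in TMV-28h, led by Unigene82906 (6.87-fold) and Unigene53617 (5.69-fold), and in 4 of 6 in CMV-20h, with none lower. The MAPK unigene Unigene23974 rose 2.49-fold in TMV-28h and had a log2 ratio of 0.49 in CMV-20h. Of 16 unigenes of lipoxygenases and jasmonate 11 rose and 2 fell in TMV-28h (11 and 1 with TMM scaling) and 9 rose and 1 fell in CMV-20h, while at 6 hpi 4 rose and 8 fell in TMV-6h (deposited label CMV-6h; 5 fell with TMM scaling) and 2 rose and 11 fell in CMV-6h (deposited label TMV-6h), or 9 and 12 fell when adjusted over the list alone. For RIN4, Unigene84817 rose 2.09-fold in TMV-28h and had a log2 ratio of 0.19 (95% interval -0.29 to 0.67) in CMV-20h. Unigene57536 had 0.76 and -0.03 and did not pass. In the other direction, 5 of 22 peroxidases rose and 13 fell in TMV-28h and 3 rose and 12 fell in CMV-20h, 1 of 7 NDR1 unigenes rose and 5 fell in TMV-28h, and 3 of 7 PAD4 unigenes fell in CMV-20h with none higher (5 fell when adjusted over the list alone). The medians of the PR protein list, 2.54 in TMV-28h and 1.74 in CMV-20h, lay at percentiles 100 and 99.9 among random lists drawn from the described unigenes of the same tables. In the same order of libraries, the lipoxygenase and jasmonate list lay at 99.98 and 99.74 and WRKY at 94.3 and 97. The peroxidases lay at 50.4 and 6.46, so their TMV-28h median was near that of other described unigenes. The other late counts were the same when adjusted over the list alone. The lists, apart from NDR1 and PAD4, were chosen on these libraries, from tables that each required a call at 6 hpi, and are not independent evidence. Unigenes raised only at the late times could not enter them. No description held here names MKK4/5 or WRKY25/33.

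**Figure D3:**
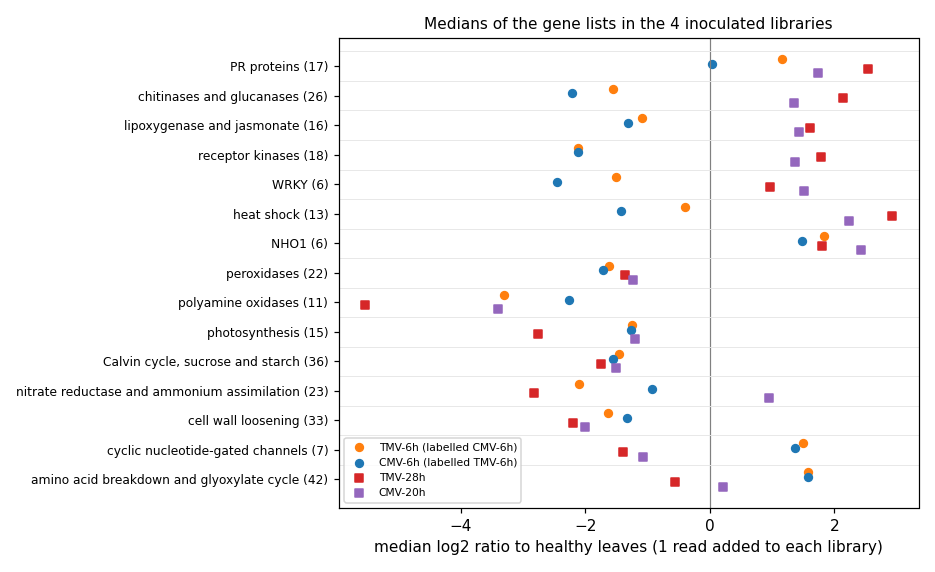
Median log2 ratio to healthy leaves (horizontal axis, 1 read added to each library) of 15 gene lists in the 4 inoculated libraries, with the number of unigenes in each list in brackets. The PR proteins lie at 1.16 in TMV-6h, 0.04 in CMV-6h, 2.54 in TMV-28h and 1.74 in CMV-20h, and the amino acid breakdown list at 1.58 in both 6 hpi libraries, -0.57 in TMV-28h and 0.20 in CMV-20h.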

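Compared directly, both RIN4 unigenes were higher at the late than at the early time for each virus, without the use of healthy leaves. The median log2 ratio of the pair was 2.58 between TMV-28h and TMV-6h (deposited label CMV-6h) and 2.04 between CMV-20h and CMV-6h (deposited label TMV-6h), and with the deposited labels as the pairing it was 2.87 for TMV and 1.75 for CMV, with both unigenes called each time. Against healthy leaves only Unigene84817 was past the threshold in both directions, from 16 reads in TMV-6h to 151 in TMV-28h. In CMV-20h the RIN4 unigenes had 80 and 61 reads, against 73 and 65 in healthy leaves. Between TMV-28h and CMV-20h the difference was not past the threshold for either unigene (folds of 1.83 and 1.74). The list was chosen on these libraries and is not independent evidence, and the 2 unigenes, of 254 and 188 bp with the same best match, can be parts of 1 transcript.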

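NHO1 encodes a glycerol kinase, which phosphorylates glycerol, and 6 unigenes were matched to it or to a glycerol kinase. All 6 were higher than in healthy leaves in TMV-6h (deposited label CMV-6h), TMV-28h and CMV-20h, and 5 of 6 in CMV-6h (deposited label TMV-6h; 6 when adjusted over the list alone). Unigene105741 had 95 reads in healthy leaves and 317, 309, 233 and 482 in TMV-6h, TMV-28h, CMV-6h and CMV-20h, log2 ratios of 1.83 (95% interval 1.49 to 2.17), 1.72 (1.38 to 2.06), 1.26 (0.91 to 1.62) and 2.40 (2.08 to 2.73). Unigene93396 was 3.03-fold, 3.83-fold, 2.39-fold and 5.39-fold higher. The list medians of 1.84, 1.80, 1.48 and 2.42 lay at percentiles from 98.7 to 99.9 among random lists from the described unigenes of the same tables. In a direct comparison 4 of the 6 were higher in CMV-20h than in CMV-6h, and none differed between TMV-28h and TMV-6h past the threshold. With the deposited labels as the pairing, 1 of the 6 was higher late for CMV and none for TMV, so the contrast between the viruses depends on which 6 hpi library is which. The list was chosen on these libraries and is not independent evidence.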

### Conclusions

This study represents the first application of Illumina sequencing technology for genomic studies in *C. amaranticolor*, a host with the broad-spectrum virus resistance. A single run produced 112,453 unigenes with 62,482 sequences having an above cut-off BLAST result. From this foliar transcriptome database, 738 RGAs and a number of sequences represent disease resistance signaling proteins were identified. By using Illumina sequencing-based DGE system, we further analyzed the gene expression profiles during virus-induced HR in *C. amaranticolor* leaves, and identified numbers of candidate genes specifically and commonly regulated by TMV and CMV at early and late stages of the HR. This genome-scale transcriptional information provides a substantial contribution to the sequence resources for *C. amaranticolor* and will particularly aid in understanding the genetic mechanism of the broad-spectrum virus resistance conferred by this host.

## Materials and Methods

### Plant materials preparation

Leaves of 6∼7 week-old *C. amaranticolor* grown in the greenhouse were inoculated with CMV SD strain [63] and TMV U1 [64], respectively. Briefly, infectious sap was prepared with one gram of fresh TMV- or CMV-infected *Nicotiana tabacum* leaves that were macerated in 10 mL of inoculation buffer (50 mM KH_2_P0_4_, pH 7.0, 1% Celite), and was mechanically inoculated onto *C. amaranticolor* leaves dusted with carborundum powder (600 mesh). The virus-inoculated leaf tissues were harvested using half leaf method as follows. Half of each virus-inoculated leaf was first sampled at 6 hpi, while the remaining halves were collected at 20 hpi for CMV-inoculated leaves and at 28 hpi for TMV-inoculated leaves, at which time point local lesions became just visible. These samples were accordingly named as TMV-6h, CMV-6h, TMV-28h and CMV-20h. Notably, the leaf tissues of CMV-6h or TMV-6h were selected only when the remaining halves showed significant number of local lesions at 20 hpi (CMV) or 28 hpi (TMV), in order to ensure the tissues of CMV-6h and TMV-6h being fully infected. Leaves of the healthy plants were also harvested as control. All samples were immediately frozen in liquid nitrogen and were stored at −80°C until use.

### cDNA library preparation for transcriptome analysis

Total RNA was extracted using TRIzol® reagent (Invitrogen) according to the manufacturer's protocol. RNA integrity was confirmed with RNA6000 Nano Assay using the 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). The samples for transcriptome analysis were prepared using Illumina's kit following manufacturer's instruction. Briefly, using oligo (dT) magnetic beads (Invitrogen), poly(A) mRNA was first isolated from 6 µg of total RNA, which was extracted from the mixed materials containing equal amount of healthy leaves, TMV-8h, CMV-8h, TMV-28h, and CMV-20h. The mRNA was then fragmented into smaller pieces at 70°C for 5 min in the fragmentation buffer (Ambion). Taking these short mRNA fragments as templates, reverse transcriptase and random hexamer-primer were used to synthesize the first-strand cDNA. This was followed by second strand cDNA synthesis using DNA polymerase I (Invitrogen) and RNaseH (Invitrogen). The resulted short cDNA fragments were purified with QiaQuick PCR extraction kit (Qiagen) followed by end repair, adding poly(A), and ligation of sequencing adaptors with Illumina's adaptor oligo mix. The fragments were purified for the section of approximate 200 bp long using Qiaquick Gel Extraction Kit (Qiagen) and were further enriched with PCR to create the final sequencing cDNA library.

### Analysis of Illumina sequencing results

The cDNA library was sequenced from both of the 5′ and 3′ ends on the Illumina HiSeq™ 2000 platform. The fluorescent images deconvolution and quality value calculation were performed using the Illumina data processing pipeline (version 1.6), in which 90 bp paired-end reads were obtained. Before assembly, the raw reads were filtered to obtain high-quality clean reads by removing low quality reads as well as reads with adaptor sequences or containing unknown nucleotides larger than 5%.

*De novo* assembly of the clean reads was performed using SOAPdenovo software [65]. Briefly, SOAPdenovo first combines the reads with certain length of overlap to form contigs, and the contigs from the same transcript as well as the distances between these contigs were further detected by using paired-end reads. Next, SOAPdenovo connects the contigs using N to represent unknown sequences between each two contigs, resulting in Scaffolds. Finally, paired-end reads are used again for gap filling of scaffolds to generate Unigenes. To determine the sequence direction, the unigenes were aligned by blastx (E-value<0.00001) to protein databases in a priority order of NCBI NR, Swiss-Prot, KEGG and COG. Once a unigene is aligned to none of the above databases, ESTScan [66] is introduced to decide its sequence direction. In this study, we provide the unigenes with sequence directions from 5′ end to 3′ end, while those without any direction were from assembly software.

The generated unigenes were used for blast search and annotation against the plant protein database of NR with a significant threshold of E-value≤10^−5^. Functional categorization by GO terms [67] was performed using Blast2GO software [68] with E-value cut-off at 10^−5^. The COG and KEGG pathways annotation was carried out using Blastall software (E-value threshold of 10^−5^) against the COG database [69] and the KEGG database [36], respectively.

### Digital gene expression library preparation and sequencing

Tag library preparation for the distinct *C. amaranticolor* sample (healthy leaves, TMV-8h, TMV-28h, CMV-8h and CMV-20h) was performed in parallel using Illumina gene expression sample preparation kit as described in cDNA library preparation. The generated cDNA library was sequenced using Illumina HiSeq™ 2000, resulting in the raw image data, which, subsequently, was transformed by base calling into sequence data.

### Digital gene expression tags analysis

Prior to mapping reads to the reference database, all the raw reads were filtered to remove low quality reads as well as reads with adaptor sequences or containing unknown nucleotides larger than 5%. The filtered sequence data were named as clean reads, on which all following analyses were based. For annotation, all reads were mapped to the reference sequences using SOAPaligner/soap2 [65] with a maximum of no more than 2 nucleotides mismatches. The reads mapped to reference sequences from multiple genes were filtered, while the remaining reads were designed as unambiguous tags. For gene expression analysis, the number of expressed reads was counted and normalized using RPKM (reads per kb per million reads) [66].

A statistical analysis of the frequency of each read in the different cDNA libraries was further performed to screen the differentially expressed genes in *C. amaranticolor* upon virus infection. Statistical comparison was performed with a strict algorithm referring to the method described previously [49]. FDR was used to determine the threshold of P value in multiple test and analysis. The threshold as “FDR≤0.001” was introduced to judge the significance of gene expression difference. The identified genes with differentially expression levels were then mapped to terms in GO and KEGG database, looking for the significantly enriched KEGG terms comparing to the genome background.

### Data deposition

The nucleotide sequences of raw reads from this study were submitted to NCBI Gene Expression Omnibus under the accession number GSE38451.

## Supporting Information

Figure S1 **Summary of the** ***C. amaranticolor*** **transcriptomic sequences.** (A) Size distribution of Illumina sequencing contigs. (B) Size distribution of distinct sequences after paired-end and gap filling.
(TIF)

Figure S2 **Relationship between the number of identified genes and the sequencing amount (total read number).** The figures represent DGE reads of healthy leaves (A), TMV-6h (B), TMV-28h (C), CMV-6h (D) and CMV-20h (E), respectively, showing a trend of saturation. When the sequencing amount reaches 12 millions, the number of identified genes almost ceases to increase.
(TIF)

Figure S3 Distribution of DGE reads derived from **healthy leaves (A), TMV-6h (B), TMV-28h (C), CMV-6h (D) and CMV-20h (E)** on reference genes in **the** ***C. amaranticolor*** **transcriptome.**
(TIF)

Table S1 **Top BLAST hits from NCBI nr database. BLAST results against the NCBI nr database for all the clusters and singletons with a cut-off E value above 10^−5^ are shown.**
(RAR)

Table S2 **Putative resistance gene analogs (RGAs) identified from the foliar transcriptome of** ***C. amaranticolor*** **.**
(XLS)

Table S3 **Putative disease resistance signaling proteins identified from the foliar transcriptome of** ***C. amaranticolor***.
(XLS)

Table S4 **Differentially expressed Genes between TMV-6h and healthy leaves (early-TMV-inducible genes).** RPKM: reads per kb per million reads. Raw intensity: the total number of reads sequenced for each gene. FDR: false discovery rate. The significance of gene expression difference between samples was identified by using FDR<0.001 and the absolute value of log2Ratio ≤1 as the threshold. To calculate the log2Ratio and FDR, we set RPKM value of 0.001 instead of 0 for genes that do not express in one sample.
(XLS)

Table S5 **Differentially expressed genes between TMV-28h and healthy leaves (late-TMV-inducible genes).** RPKM: reads per kb per million reads. Raw intensity: the total number of reads sequenced for each gene. FDR: false discovery rate. The significance of gene expression difference between samples was identified by using FDR<0.001 and the absolute value of log2Ratio ≤1 as the threshold. To calculate the log2Ratio and FDR, we set RPKM value of 0.001 instead of 0 for genes that do not express in one sample.
(RAR)

Table S6 **Differentially expressed genes between CMV-6h and healthy leaves (early-CMV-inducible genes).** RPKM: reads per kb per million reads. Raw intensity: the total number of reads sequenced for each gene. FDR: false discovery rate. The significance of gene expression difference between samples was identified by using FDR<0.001 and the absolute value of log2Ratio ≤1 as the threshold. To calculate the log2Ratio and FDR, we set RPKM value of 0.001 instead of 0 for genes that do not express in one sample.
(XLS)

Table S7 **Differentially expressed genes between CMV-20h and healthy leaves (late-CMV-inducible genes).** RPKM: reads per kb per million reads. Raw intensity: the total number of reads sequenced for each gene. FDR: false discovery rate. The significance of gene expression difference between samples was identified by using FDR<0.001 and the absolute value of log2Ratio ≤1 as the threshold. To calculate the log2Ratio and FDR, we set RPKM value of 0.001 instead of 0 for genes that do not express in one sample.
(RAR)

Table S8 **Common genes between the early-TMV-inducible genes and the late-TMV-inducible genes.**
(XLS)

Table S9 **Common genes between the early-CMV-inducible genes and the late-CMV-inducible genes.**
(XLS)

Table S10 **Common genes between the early-TMV-inducible genes and the early-CMV-inducible genes.**
(XLS)

Table S11 **Common genes between the late-TMV-inducible genes and the late-CMV-inducible genes.**
(RAR)

Table S12 **Common genes among the early-TMV-inducible genes, the early-CMV-inducible genes, the late-TMV-inducible genes and the late-CMV-inducible genes.**
(XLS)

Table S13 **Genes showed ‘down-up’ or ‘up-down’ expression profiles during the TMV-induced HR.**
(XLS)

Table S14 **Genes showed ‘down-up’ or ‘up-down’ expression profiles during the CMV-induced HR.**
(XLS)

Table S15 **Genes showed ‘down-up’ or ‘up-down’ expression profiles during both TMV- and CMV-induced HR.**
(XLS)

## References

[1] HeathMC (2000) Hypersensitive responses-related death. Plant Mol Biol 44: 321–334.1119939110.1023/a:1026592509060

[2] ShirasuK, Schulze-LefertP (2000) Regulators of cell death in disease resistance. Plant Mol Biol 44: 371–385.1119939510.1023/a:1026552827716

[3] FlorHH (1971) Current status of gene-for-gene concept. Annu Rev Phytopathol 9: 275–296.

[4] DanglJL, JonesJD (2001) Plant pathogens and integrated defence responses to infection. Nature 411: 826–833.1145906510.1038/35081161

[5] JonesJD, DanglJL (2006) The plant immune system. Nature 444: 323–329.1710895710.1038/nature05286

[6] BakerB, ZambryskiP, StaskawiczB, Dinesh-KumarSP (1997) Signaling in plant-microbe interactions. Science 276: 726–733.911519310.1126/science.276.5313.726

[7] DurrantWE, DongX (2004) Systemic acquired resistance. Annu Rev Phytopathol 42: 185–209.1528366510.1146/annurev.phyto.42.040803.140421

[8] SpoelSH, DongX (2012) How do plants achieve immunity? Defence without specialized immune cells. Nat Rev Immunol 12: 89–100.2227377110.1038/nri3141

[9] CMI/AAB (1984) Descriptions of Plant Viruses, July Commonwealth Mycological Institute and the Association of Applied Biologists. Unwin Brothers Ltd. Old Woking Surrey.

[10] CooperB (2001) Collateral gene expression changes induced by distinct plant viruses during the hypersensitive resistance reaction in *Chenopodium amaranticolor* . Plant J 26: 339–349.1143912210.1046/j.1365-313x.2001.01030.x

[11] VisedoG, Fernandez-PiquerasJ, GarciaJA (1990) Isozyme profiles associated with the hypersensitive response of Chenopodium foetidum to plum pox virus infection. Physiologia Plantarum 78: 218–224.

[12] SchmitzI, RaoAL (1996) Molecular studies on bromo virus capsid protein I. Characterization of cell-to-cell movementdefective RNA3 variants of *Brome mosaic virus* . Virology 226: 281–293.895504810.1006/viro.1996.0656

[13] CantoT, PalukaitisP (1999) The hypersensitive response to cucumber mosaic virus in Chenopodium amaranticolor requires virus movement outside the initially infected cell. Virology 265: 74–82.1060331910.1006/viro.1999.0028

[14] WangZ, GersteinM, SnyderM (2009) RNA-Seq: a revolutionary tool for transcriptomics. Nat Rev Genet 10: 57–63.1901566010.1038/nrg2484PMC2949280

[15] WardJA, PonnalaL, WeberCA (2012) Strategies for transcriptome analysis in nonmodel plants. Am J Bot 99: 267–276.2230189710.3732/ajb.1100334

[16] YangSS, TuZJ, CheungF, XuWW, LambJF, et al (2011) Using RNA-Seq for gene identification, polymorphism detection and transcript profiling in two alfalfa genotypes with divergent cell wall composition in stems. BMC Genomics 12: 199.2150458910.1186/1471-2164-12-199PMC3112146

[17] WangW, WangY, ZhangQ, QiY, GuoD (2009) Global characterization of *Artemisia annua* glandular trichome transcriptome using 454 pyrosequencing. BMC Genomics 10: 465.1981812010.1186/1471-2164-10-465PMC2763888

[18] LogachevaMD, KasianovAS, VinogradovDV, SamigullinTH, GelfandMS, et al (2011) *De novo* sequencing and characterization of floral transcriptome in two species of buckwheat (*Fagopyrum*). BMC Genomics 12: 30.2123214110.1186/1471-2164-12-30PMC3027159

[19] WallPK, Leebens-MackJ, ChanderbaliAS, BarakatA, WolcottE, et al (2009) Comparison of next generation sequencing technologies for transcriptome characterization. BMC Genomics 10: 347.1964627210.1186/1471-2164-10-347PMC2907694

[20] NovaesE, DrostDR, FarmerieWG, PappasGJJr, GrattapagliaD, et al (2008) High-throughput gene and SNP discovery in *Eucalyptus grandis*, an uncharacterized genome. BMC Genomics 9: 312.1859054510.1186/1471-2164-9-312PMC2483731

[21] BellinD, FerrariniA, ChimentoA, KaiserO, LevenkovaN, et al (2009) Combining next-generation pyrosequencing with microarray for large scale expression analysis in non-model species. BMC Genomics 10: 555.1993068310.1186/1471-2164-10-555PMC2790472

[22] SuCL, ChaoYT, Alex ChangYC, ChenWC, ChenCY, et al (2011) *De novo* assembly of expressed transcripts and global analysis of the *Phalaenopsis aphrodite* transcriptome. Plant Cell Physiol 52: 1501–1514.2177186410.1093/pcp/pcr097

[23] CollinsLJ, BiggsPJ, VoelckelC, JolyS (2008) An approach to transcriptome analysis of non-model organisms using short-read sequences. Genome Informatics 21: 3–14.19425143

[24] ScholthofKB, AdkinsS, CzosnekH, PalukaitisP, JacquotE, et al (2011) Top 10 plant viruses in molecular plant pathology. Mol Plant Pathol 2011: 938–954.10.1111/j.1364-3703.2011.00752.xPMC664042322017770

[25] LiR, ZhuH, RuanJ, QianW, FangX, et al (2010) *De novo* assembly of human genomes with massively parallel short read sequencing. Genome Res 20: 265–272.2001914410.1101/gr.097261.109PMC2813482

[26] PerteaG, HuangX, LiangF, AntonescuV, SultanaR, et al (2003) TIGR Gene Indices clustering tools (TGICL): a software system for fast clustering of large EST datasets. Bioinformatics 19: 651–652.1265172410.1093/bioinformatics/btg034

[27] MittapalliO, BaiX, MamidalaP, RajarapuSP, BonelloP, et al (2010) Tissue specific transcriptomics of the exotic invasive insect pest emerald ash borer. PLoS ONE 5: e13708.2106084310.1371/journal.pone.0013708PMC2965670

[28] LiangH, CarlsonJE, Leebens-MackJH, WallPK, MuellerLA, et al (2008) An EST database for *Liriodendron tulipifera* L. floral buds: the first EST resource for functional and comparative genomics in *Liriodendron* . Tree Genet Genom 4: 419–433.

[29] BaiX, MamidalaP, RajarapuSP, JonesSC, MittapalliO (2011) Transcriptomics of the Bed Bug (*Cimex lectularius*). PLoS ONE 6: e16336.2128383010.1371/journal.pone.0016336PMC3023805

[30] WangXW, LuanJB, LiJM, BaoYY, ZhangCX, et al (2010) *De novo* characterization of a whitefly transcriptome and analysis of its gene expression during development. BMC Genomics 11: 400.2057326910.1186/1471-2164-11-400PMC2898760

[31] The Arabidopsis Genome Initiative (2000) Analysis of the genome sequence of the flowering plant *Arabidopsis thaliana* . Nature 408: 796–815.1113071110.1038/35048692

[32] HaoDC, GeG, XiaoP, ZhangY, YangL (2011) The first insight into the tissue specific *Taxus* transcriptome via Illumina second generation sequencing. PLoS ONE 6: e21220.2173167810.1371/journal.pone.0021220PMC3120849

[33] ShiCY, YangH, WeiCL, YuO, ZhangZZ, et al (2011) Deep sequencing of the Camellia sinensis transcriptome revealed candidate genes for major metabolic pathways of tea-specific compounds. BMC Genomics 12: 131.2135609010.1186/1471-2164-12-131PMC3056800

[34] SunQ, ZhouGF, CaiYF, FanYH, ZhuXY, et al (2012) Transcriptome analysis of stem development in the tumourous stem mustard Brassica juncea var. tumida Tsen et Lee by RNA sequencing. BMC Plant Biol 12: 53.2252007910.1186/1471-2229-12-53PMC3349559

[35] TangQ, MaXJ, MoCM, WilsonIW, SongC, et al (2011) An efficient approach to finding Siraitia grosvenorii triterpene biosynthetic genes by RNA-seq and digital gene expression analysis. BMC Genomics 12: 343.2172927010.1186/1471-2164-12-343PMC3161973

[36] KanehisaM, ArakiM, GotoS, HattoriM, HirakawaM, et al (2008) KEGG for linking genomes to life and the environment. Nucleic Acids Res. 36: D480–D484.10.1093/nar/gkm882PMC223887918077471

[37] van der BiezenEA, JonesJD (1998) Plant disease-resistance proteins and the gene-for-gene concept. Trends Biochem Sci 23: 454–456.986836110.1016/s0968-0004(98)01311-5

[38] LukasikE, TakkenFL (2009) STANDing strong, resistance proteins instigators of plant defence. Curr Opin Plant Biol 12: 427–436.1939489110.1016/j.pbi.2009.03.001

[39] ClarkRM, SchweikertG, ToomajianC, OssowskiS, ZellerG, et al (2007) Common sequence polymorphisms shaping genetic diversity in *Arabidopsis thaliana* . Science 317: 338–342.1764119310.1126/science.1138632

[40] MeyersBC, KozikA, GriegoA, KuangH, MichelmoreRW (2003) Genome-wide analysis of NBS-LRR-encoding genes in Arabidopsis. Plant Cell 15: 809–834.1267107910.1105/tpc.009308PMC152331

[41] MunJH, YuHJ, ParkS, ParkBS (2009) Genome-wide identification of NBS-encoding resistance genes in *Brassica rapa*. Mol. Genet. Genomics 282: 617–631.10.1007/s00438-009-0492-0PMC277722119838736

[42] Ameline-TorregrosaC, WangBB, O'BlenessMS, DeshpandeS, ZhuH, et al (2008) Identification and characterization of nucleotide-binding site-leucine-rich repeat genes in the model plant *Medicago truncatula* . Plant Physiol 146: 5–21.1798199010.1104/pp.107.104588PMC2230567

[43] YangS, FengZ, ZhangX, JiangK, JinX, et al (2006) Genome wide investigation on the genetic variations of rice disease resistance genes. Plant Mol Biol 62: 181–193.1691552310.1007/s11103-006-9012-3

[44] JupeF, PritchardL, EtheringtonGJ, MacKenzieK, CockPJA, et al (2012) Identification and localisation of the NB-LRR gene family within the potato genome. BMC Genomics 13: 75.2233609810.1186/1471-2164-13-75PMC3297505

[45] YangS, ZhangX, YueJX, TianD, ChenJQ (2008) Recent duplications dominate NBS-encoding gene expansion in two woody species. Mol Genet Genomics 280: 187–198.1856344510.1007/s00438-008-0355-0

[46] PorterBW, PaidiM, MingR, AlamM, NishijimaWT, et al (2009) Genome-wide analysis of *Carica papaya* reveals a small NBS resistance gene family. Mol Genet Genomics 281: 609–626.1926308210.1007/s00438-009-0434-x

[47] MurLA, KentonP, LloydAJ, OughamH, PratsE (2008) The hypersensitive response; the centenary is upon us but how much do we know? J Exp Bot 59: 501–520.1807913510.1093/jxb/erm239

[48] CaldwellKS, MichelmoreRW (2009) *Arabidopsis thaliana* genes encoding defense signaling and recognition proteins exhibit contrasting evolutionary dynamics. Genetics 181: 671–684.1906470710.1534/genetics.108.097279PMC2644955

[49] AudicS, ClaverieJM (1997) The significance of digital gene expression profiles. Genome Res 7: 986–995.933136910.1101/gr.7.10.986

[50] DoddsPN, RathjenJP (2010) Plant immunity: Towards an integrated view of plant-pathogen interactions. Nat Rev Genet 11: 539–548.2058533110.1038/nrg2812

[51] ZipfelC, KunzeG, ChinchillaD, CaniardA, JonesJDG, et al (2006) Perception of the bacterial PAMP EF-Tu by the receptor EFR restricts Agrobacterium-mediated transformation. Cell 125: 749–760.1671356510.1016/j.cell.2006.03.037

[52] NicaiseV, RouxM, ZipfelC (2009) Recent advances in PAMP-triggered immunity against bacteria: pattern recognition receptors watch over and raise the alarm. Plant Physiol 150: 1638–1647.1956112310.1104/pp.109.139709PMC2719144

[53] AsaiT, TenaG, PlotnikovaJ, WillmannMR, ChiuW-L, et al (2002) MAP kinase signalling cascade in Arabidopsis innate immunity. Nature 415: 977–983.1187555510.1038/415977a

[54] PandeySP, SomssichIE (2009) The role of WRKY transcription factors in plant immunity. Plant Physiol 150: 1648–1655.1942032510.1104/pp.109.138990PMC2719123

[55] van LoonIC, van StreinEA (1999) The families of pathogenesis-related proteins, their activities, and comparative analysis of PR-1 type proteins. Physiol Mol Plant Pathol 55: 85–97.

[56] XieD, FeysBF, JamesS, Nieto-RostroM, TurnerJG (1998) COI1: an Arabidopsis gene required for jasmonate-regulated defense and fertility. Science 280: 1091–1094.958212510.1126/science.280.5366.1091

[57] PitzschkeA, SchikoraA, HirtH (2009) MAPK cascade signalling networks in plant defence. Curr Opin Plant Biol 12: 1–6.1960844910.1016/j.pbi.2009.06.008

[58] ZhengZ, MosherSL, FanB, KlessigDF, ChenZ (2007) Functional analysis of Arabidopsis WRKY25 transcription factor in plant defense against Pseudomonas syringae. BMC Plant Biol 7: 2.1721489410.1186/1471-2229-7-2PMC1780049

[59] ZhengZ, QamarSA, ChenZ, MengisteT (2006) Arabidopsis WRKY33 transcription factor is required for resistance to necrotrophic fungal pathogens. Plant J 48: 592–605.1705940510.1111/j.1365-313X.2006.02901.x

[60] MaoG, MengX, LiuY, ZhengZ, ChenZ, et al (2011) Phosphorylation of a WRKY transcription factor by two pathogenresponsive MAPKs drives phytoalexin biosynthesis in Arabidopsis. Plant Cell 23: 1639–1653.2149867710.1105/tpc.111.084996PMC3101563

[61] LuM, TangX, ZhouJM (2001) Arabidopsis NHO1 is required for general resistance against *Pseudomonas bacteria* . Plant Cell 13: 437–447.1122619610.1105/tpc.13.2.437PMC102253

[62] KangL, LiJ, ZhaoT, XiaoF, TangX, et al (2003) Interplay of the Arabidopsis nonhost resistance gene NHO1 with bacterial virulence. Proc Natl Acad Sci USA 100: 3519–3524.1262674610.1073/pnas.0637377100PMC152325

[63] HouWN, DuanCG, FangRX, ZhouXY, GuoHS (2011) Satellite RNA reduces expression of the 2b suppressor protein resulting in the attenuation of symptoms caused by *Cucumber mosaic virus* infection. Mol Plant Pathol 12: 595–605.2172229710.1111/j.1364-3703.2010.00696.xPMC6640352

[64] DawsonWO, BeckDL, KnorrDA, GranthamGL (1986) cDNA cloning of the complete genome of *tobacco mosaic virus* and production of infectious transcripts. Proc Natl Acad Sci USA 83: 1832–1836.1659366910.1073/pnas.83.6.1832PMC323178

[65] LiR, YuC, LiY, LamTW, YiuSM, et al (2009) SOAP2: An improved ultrafast tool for short read alignment. Bioinformatics 25: 1966–1967.1949793310.1093/bioinformatics/btp336

[66] MortazaviA, WilliamsBA, McCueK, SchaefferL, WoldB (2008) Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nature Methods 5: 621–628.1851604510.1038/nmeth.1226PMC13303166

[67] AshburnerM, BallCA, BlakeJA, BotsteinD, ButlerH, et al (2000) Gene Ontology: tool for the unification of biology. Nat Genet 25: 25–29.1080265110.1038/75556PMC3037419

[68] ConesaA, GotzS, Garcia-GomezJM, TerolJ, TalonM, et al (2005) Blast2GO: a universal tool for annotation, visualization and analysis in functional genomics research. Bioinformatics 21: 3674–3676.1608147410.1093/bioinformatics/bti610

[69] TatusovRL, NataleDA, GarkavtsevIV, TatusovaTA, ShankavaramUT, et al (2001) The COG database: new developments in phylogenetic classification of proteins from complete genomes. Nucleic Acids Res 29: 22–28.1112504010.1093/nar/29.1.22PMC29819

How the deposited data were processed for this re-analysis (not part of the article)

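The expression data are 5 DGE libraries of *C. amaranticolor* leaves, with 1 library per condition: healthy leaves, TMV at 6 or 28 hpi, and CMV at 6 or 20 hpi. A further library, pooled from all these materials, served for the assembly. The authors sequenced all libraries on an Illumina platform, removed adaptor and low-quality reads, assembled the pooled library with SOAPdenovo from 21-mers into contigs, scaffolds and unigenes, and aligned the DGE reads to the unigenes with SOAPaligner/soap2 with at most 2 mismatches, leaving out reads that matched more than 1 gene. The deposited counts are whole numbers of uniquely mapped reads per unigene, made by the authors in this way and not normalized, and unigenes without a read are not listed in a library. The deposited RPKM values were made by the authors from these counts, the library total and the unigene length; they equalled the recomputed values within a relative difference of 1e-6 for every listed unigene and were not used as input. Coverage was deposited in percent, as the share of each unigene covered by reads in the authors' alignment, with medians from 84.7% (the library listed as TMV-6h) to 86.2% (the library listed as CMV-6h), and was not tested. The other deposited values used are unigene lengths and contig sequences from the authors' assembly; of the contigs only the lengths were read. Unigene names of 1 of the deposited 6 hpi libraries carried a number in front, which was removed. A unigene missing from a library was given 0 reads, and the 454 unigenes of the assembly that no library lists were left out of all tests.

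The counts sum to 6189719 reads in healthy leaves, 5826515 in the library listed as TMV-6h, 6121996 in TMV-28h, 6339408 in the library listed as CMV-6h and 5948757 in CMV-20h. Of the unigenes, 74182, 70527, 72307, 72604 and 73886 had at least 10 reads in these libraries, in the same order. The 6 hpi libraries were matched to the viruses by their totals in Table 2, which are opposite to the deposited labels. Counts at the paper's thresholds, direct list comparisons, correlations and covariances that depend on this match were also computed with the deposited labels. Counts under the alternatives, and the direct calls of the unigenes common to all comparisons with healthy leaves, were computed with the names of Table 2 only. Comparisons of both 6 hpi libraries with healthy leaves do not depend on the match, except for their names.

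Each virus library was compared with healthy leaves, and directly with the other virus at the same stage and with the early library of the same virus. The test was that of Audic and Claverie on the reads of 2 libraries, made symmetric by doubling the smaller tail, with library totals as scaling, a Benjamini-Hochberg false discovery rate of at most 0.001 over unigenes with at least 1 read in either library, an absolute log2 ratio of RPKM of at least 1 and an RPKM of 0.001 in place of 0. With 1 library per condition no spread between plants could be estimated, so a call states that 2 libraries differ by more than counting error. Ratios of single unigenes carry exact 95% intervals (Clopper-Pearson, conditional on the summed reads). Against 0 reads a lower bound was computed with a floor of 3 reads; no fold is given where both libraries hold at most 3. Overlaps were set beside the number that independent lists of the same sizes would share and beside 20 simulated sets of unchanged libraries. In each set all 5 libraries, healthy leaves included, were drawn from the pooled proportions of the 5 libraries. They were drawn with counting error only and with coefficients of variation of 0.2 and 0.4. Correlations and covariances used unigenes with a mean of at least 50 reads and 1 read added. Saturation was computed by thinning the counts at random to 10, 25, 50, 75 and 90 percent.

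Gene lists were fixed beforehand. The RGAs of Table S2 (with RPS2, RPM1 and TMV resistance proteins among them) and the signaling proteins of Table S3 (NPR1, SGT1, NDR1, RAR1, EDS1 and PAD4) had been chosen by sequence. The other lists were made by searching the descriptions in Tables S8, S9, S10, S12, S13, S14 and S15, which hold 3239 unigenes, 2041 of them with a description; these tables hold only unigenes that the study called on the same libraries. They are PR proteins, PR1, RIN4, MAPK, NHO1, WRKY, chitinases and glucanases, peroxidases, lipoxygenases and jasmonate, ethylene, ribosome-inactivating proteins, polyamine oxidases, NBS-LRR proteins, receptor kinases, cyclic nucleotide-gated channels, photosynthesis, Calvin cycle with sucrose and starch, nitrate reduction and ammonium assimilation, cell wall loosening, amino acid breakdown and glyoxylate cycle, clock, heat shock, cytochrome P450 and unigenes whose best match is a tobacco protein. Searches for EFR, COI1 and MKK found no member. For each list the members past the threshold were counted over all unigenes tested and with the false discovery rate adjusted over the list alone, and for lists of at least 5 members, apart from the RGAs, the median log2 ratio (1 read added) was ranked among 10000 random lists of the same size and expression, drawn from all unigenes and, for the lists searched by description, also from the described unigenes of the same tables.

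Unigenes are named in the text by a rule: up to 2 unigenes with the most reads for each gene the paper names and for each list; in each comparison with healthy leaves the 5 with the highest and the 5 with the lowest ratio past the threshold among those with at least 100 reads and a description that names a protein; and in the common sets the 5 with the most reads in each direction. Values of some of these had been seen in the paper's tables. Outside this rule, Unigene11014, Unigene89893, Unigene96044, Unigene23606, Unigene21209, Unigene27380, Unigene53569, Unigene86536, Unigene21549 and Unigene38175 were named after their values were seen.

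The alternatives tried were edgeR TMM factors, median-of-ratios size factors as in DESeq2, a filter of at least 10 reads over the 2 libraries, 1 read added to each library, negative binomial exact tests (edgeR exactTest) with assumed coefficients of variation of 0.2 and 0.4, an exact binomial test and an absolute log2 ratio of at least 2. Pairing of the 6 hpi libraries by the deposited labels and leaving out unigenes at or under 3 reads in healthy leaves were added after seeing the data. The procedure was tested on simulated data: libraries of 111998 unigenes at the real depths, 200 of them changed from 2-fold to 16-fold. With counting error only, no unchanged unigene was called, and from 18% to 26% of the 2-fold changes, 72% to 80% of the 4-fold, 86% to 90% of the 8-fold and 88% to 94% of the 16-fold changes were recovered. With a coefficient of variation of 0.2 between libraries, from 893 to 984 unchanged unigenes were called, and with 0.4 from 10682 to 11046. The exact intervals held the true ratio in 94.4% to 98.5% of cases under counting error.

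KEGG pathways and the enrichment of GO terms were left out, because the annotation of all unigenes was not among the sources used. The percentile test was not run on the RGA lists, because the copy of Table S2 held 737 of the stated 738 entries. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.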

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

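The tests of explanations in this part were chosen after the results had been seen. Names of the 6 hpi libraries are those of Table 2, with the deposited label beside them where they are used.

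Between the late libraries, 15 of 23 unigenes of nitrate reduction and ammonium assimilation and 11 of 15 of photosynthesis were lower in TMV-28h than in CMV-20h, which stands out as a difference between the virus treatments in a direct test of the 2 libraries. Nitrate reductase Unigene6273 had 86 reads in TMV-28h and 1510 in CMV-20h. The agglutinin Unigene112045 was 13.1-fold higher in CMV-20h than in TMV-28h, and the petal death protein Unigene6124 had 2083 reads in CMV-20h and 133 in TMV-28h. The late libraries differ in virus and in time after inoculation (28 and 20 h), and the design cannot part these; these results were not weighed further.

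The amino acid list stands out because the paper does not discuss it: 40 of 42 unigenes of amino acid breakdown and the glyoxylate cycle were higher than in healthy leaves in the library listed as TMV-6h (deposited label CMV-6h). The list was searched in tables that each required a call in a 6 hpi library. That most members passed at 6 hpi was therefore largely fixed in advance, though their direction was not. A late call was not always needed, so the contrast with the late libraries was partly fixed too. A deviation of the single healthy library alone would raise the list in the late libraries too, and its median log2 ratio there was at most 0.20. In CMV-20h 7 members were higher and none lower. The median lay at percentile 98.9 in CMV-20h and 4.80 in TMV-28h among random lists from all unigenes. Among lists from described unigenes it lay at 56.1 and 85.6. A late decrease of the same unigenes could mask such a deviation, so these values do not decide on it. The hour of the day at harvest may contribute, since such enzymes can follow the light period: 28 h is 2 h earlier in the day than 6 h (or 4 h earlier than 8 h, the early time named in the library sections), and at 28 h 5 of the 42 were higher (8 with TMM or median-of-ratios scaling). Light schedule and hour of harvest were not given in the sources used, so a change of light within those hours stays open. A response to inoculation at 6 h remains a candidate explanation, and without rubbed leaves that received no virus it was not tested apart from the rubbing.

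Unigene24636 stands out as a signal that the paper does not discuss: it had 2776 reads in TMV-28h, 36 in the library listed as TMV-6h (deposited label CMV-6h) and at most 5 in the 3 other libraries. Its description in the paper's tables is a viral envelope protein of *Nicotiana tabacum*, the species that supplied the inoculum, and its length is 6232 bp. The origin of its reads was not tested.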

How the results depend on the processing

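The pairing of the 6 hpi libraries by the deposited labels and the omission of unigenes at or under 3 reads in healthy leaves were chosen after the results had been seen. Names of the 6 hpi libraries in this part are those of Table 2 (the library listed as TMV-6h is labelled CMV-6h in the deposited record, and the reverse).

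All 32 counts of unigenes stayed within 1.5 times the reported count with edgeR TMM factors, with median-of-ratios size factors, with at least 10 reads, with 1 read added and with the exact binomial test. All 32 left that range with both assumed coefficients of variation and with the limit of 2 on the absolute log2 ratio. Stricter tests lower such counts, but they do not fix a change by more than 1.5 times. The sets common to all 4 comparisons fell from 93 and 410 to 4 and 30 with a coefficient of 0.2, and to 0 and 0 with 0.4. No named unigene reversed with TMM factors, median-of-ratios factors or 1 read added. Of 404 ratios of named unigenes 393 kept their side of the threshold with median-of-ratios factors, 395 with TMM factors and 403 with 1 read added. Relative to healthy leaves, the scaling shifted the log2 ratios of TMV-28h by 0.13 (TMM) or 0.17 (median of ratios) and those of CMV-20h by 0.10 (median of ratios), and by less than 0.1 elsewhere against healthy leaves; the share of higher unigenes among those called moved from 50.2% to 59.2% in TMV-28h and from 48.0% to 56.4% in TMV-6h. Of the sets common to all 4 comparisons, TMM scaling gives 118 higher and 338 lower, which hold 93 and 338 of the 93 and 410 reported, and median-of-ratios scaling 116 and 337, which hold 93 and 337. Of 280 counts in gene lists 276 were within 1.5 times with TMM factors, 275 with median-of-ratios factors, 278 with the binomial test, 148 and 109 with coefficients of variation of 0.2 and 0.4 and 157 at an absolute log2 ratio of at least 2. Without the unigenes at or under 3 reads in healthy leaves, all 8 counts against healthy leaves stayed within 1.5 times. No library could be left out in turn, since each condition has 1, and no paired analysis was possible because each condition has 1 library, although early and late parts came from the same leaves. Depth limits single unigenes: the fewest summed reads of a called unigene were 12 to 14 in the comparisons with healthy leaves. With counting error alone a 2-fold change was recovered in at most 26% of simulated cases. Such a change lies on the limit of the log2 ratio, which lowers its recovery at any depth.

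With an assumed coefficient of variation of 0.2, the higher and lower counts against healthy leaves were 126 and 167 unigenes in TMV-6h, 5762 and 3956 in TMV-28h, 85 and 191 in CMV-6h and 3943 and 1636 in CMV-20h. Its shared sets were 24 and 106 for early and late TMV, 27 and 48 for early and late CMV, 47 and 85 for the 6 hpi libraries, 2450 and 1066 for the late libraries and 4 and 30 for all 4 comparisons. The down-up and up-down profiles were 16 and 11 for TMV, 10 and 0 for CMV and 5 and 0 for both viruses. The direct comparisons gave 8 and 2 for TMV-6h against CMV-6h, 772 and 2202 for TMV-28h against CMV-20h, 6777 and 3955 for TMV-28h against the early TMV library and 5617 and 2126 for CMV-20h against the early CMV library.

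An assumed coefficient of variation of 0.4 gave 2 and 1 unigenes in TMV-6h, 822 and 132 in TMV-28h, 0 and 0 in CMV-6h and 339 and 72 in CMV-20h. The corresponding shared sets were 0 and 1 for early and late TMV, 0 and 0 for early and late CMV, 0 and 0 for the 6 hpi libraries, 165 and 21 for the late libraries and 0 and 0 for all 4 comparisons. At this spread the down-up and up-down profiles were 0 and 0 for TMV, 0 and 0 for CMV and 0 and 0 for both viruses. Its direct comparisons gave 0 and 0 for TMV-6h against CMV-6h, 12 and 132 for TMV-28h against CMV-20h, 1262 and 132 for TMV-28h against the early TMV library and 713 and 71 for CMV-20h against the early CMV library.

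A limit of 2 on the absolute log2 ratio gave 417 and 626 unigenes in TMV-6h, 7347 and 5746 in TMV-28h, 271 and 800 in CMV-6h and 5745 and 2865 in CMV-20h. At this limit the shared sets were 93 and 276 for early and late TMV, 74 and 130 for early and late CMV, 160 and 341 for the 6 hpi libraries, 3615 and 1664 for the late libraries and 15 and 75 for all 4 comparisons. Down-up and up-down profiles were 80 and 25 for TMV, 90 and 4 for CMV and 19 and 1 for both viruses. Here the direct comparisons gave 96 and 11 for TMV-6h against CMV-6h, 1313 and 3527 for TMV-28h against CMV-20h, 8460 and 5776 for TMV-28h against the early TMV library and 7854 and 3240 for CMV-20h against the early CMV library.

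Pairing by the deposited labels moved 4 of 12 counts by more than 1.5 times: shared by early and late TMV, higher, to 131, shared by early and late CMV, higher, to 575, down-up in TMV to 487 and down-up in CMV to 230. The cause was not tested.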

Differences from the paper's values

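No test was chosen for this part after its result had been seen, apart from the pairing by the deposited labels and the naming of single unigenes. For CMV the paper gives 405 up-down unigenes, and 195 were found with the names of Table 2. For TMV the paper gives 194 (paper's value), and 413 were found. None of the alternatives chosen before the data were examined brings either value within 1.5 times of the paper's: TMM factors gave 205 and 444, median-of-ratios factors 191 and 423, the filter of at least 10 reads 201 and 417, 1 read added 187 and 409, the exact binomial test 191 and 401, assumed coefficients of variation of 0.2 and 0.4 gave 0 and 11, and 0 and 0, and an absolute log2 ratio of at least 2 gave 4 and 25. The supplementary table that the paper cites for CMV (Table S13) is titled for TMV in its file and carries the reads of the TMV libraries of Table 2. All its 680 unigenes were called here in TMV, 275 of them down-up and 405 up-down. The table cited for TMV (Table S14) is titled for CMV, and all its 524 unigenes were called here in CMV, 330 down-up and 194 up-down. Under the names of Table 2 the paper's text thus gives each virus the counts of the other. Set beside the table of the same virus, the up-down counts found here are near, 413 against 405 for TMV and 195 against 194 for CMV. The down-up counts are 316 against 275 for TMV and 396 against 330 for CMV.

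At the paper's thresholds the other counts were within 1.5 times of the paper's, and the largest relative gap among counts against healthy leaves was in lower unigenes of CMV-6h (2135 here, 1961 in the paper).

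For RIN4 the paper states an increase at the late stage in both viruses. Of the 2 RIN4 unigenes 1 was higher than in healthy leaves in TMV-28h (log2 ratio 1.06) and none in CMV-20h (0.19 and -0.03). Both were higher late than early in each virus when compared directly. These 2 unigenes were found in tables that each required a call at 6 hpi. A RIN4 unigene raised only late could not be among them, so they do not decide the paper's statement. For RPS2 the paper states a decrease at the early stage in both viruses. Of 10 RPS2 unigenes none was lower in the library listed as TMV-6h and 3 were lower in the library listed as CMV-6h; the annotation that the paper used for its pathway was not held. Table S10 lists Unigene21549 as lower in both 6 hpi libraries, and it was higher in the library listed as TMV-6h (121 reads against 64 in healthy leaves, log2 ratio 1.01). Table S12 lists Unigene38175 as lower in all 4 comparisons, and it passed only in TMV-28h, with log2 ratios of 0.36, 0.85 and -0.53 in the libraries listed as TMV-6h, CMV-6h and CMV-20h. Neither was called in the stated direction with the filter of at least 10 reads or the exact binomial test.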

Other observations

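The tests of explanations in this part were chosen after the results had been seen. Several gene groups that the paper does not discuss were past the threshold in many members. Their lists were searched in tables that each required a call in a 6 hpi library, so that many members passed at 6 hpi was largely fixed in advance. Cell wall loosening unigenes (expansins, pectinesterases, xyloglucan endotransglycosylases and other xyloglucan-related proteins) fell in 21 of 33 and rose in 8 in the library listed as TMV-6h (deposited label CMV-6h), fell in 27 and rose in 3 in TMV-28h, fell in 17 and rose in 10 in the library listed as CMV-6h (deposited label TMV-6h; 19 and 10 when adjusted over the list alone) and fell in 21 and rose in 8 in CMV-20h (22 and 8). Of 6 ethylene unigenes 4, 4, 3 and 3 fell in TMV-6h, TMV-28h, CMV-6h and CMV-20h and 1, 2, 1 and 2 rose, with ACC oxidase Unigene3061 among the former (except in CMV-6h) and ACC synthase Unigene22977 among the latter. The same groups of receptor kinases and of chitinases and glucanases that were higher late were lower in TMV-6h, in 12 of 18 (13 when adjusted over the list alone) and 14 of 26 (17), with 2 and 4 higher. In cytochrome P450 12 of 22 fell and 8 rose in TMV-6h (13 and 8), 14 fell and 3 rose in TMV-28h, 9 fell and 7 rose in CMV-6h and 9 fell and 4 rose in CMV-20h (9 and 5). List medians were ranked among random lists from the described unigenes of the same tables. In TMV-6h, TMV-28h, CMV-6h and CMV-20h, cytochrome P450 lay at percentiles 28.0, 0.1, 63.6 and 43.6. Ethylene lay at 11.7, 1.28, 46.4 and 37.0, and cell wall loosening at 1.76, 1.75, 15.4 and 0. Several of these medians were thus near those of other described unigenes.

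Among 5 ribosome-inactivating proteins 5 fell in TMV-6h, 3 in TMV-28h and 2 in CMV-6h, and in CMV-20h 2 rose and 2 fell. Unigene109606, with 3368 reads, was 2.60-fold higher in CMV-20h. Of the 2 clock unigenes, Unigene57251 (F-box protein of the ZEITLUPE family) rose in TMV-6h and CMV-6h, and Unigene15551 (pseudo-response regulator 5) fell in TMV-6h, TMV-28h and CMV-20h. The 28 unigenes whose best match is a tobacco protein fell in 17 and rose in 8 in TMV-6h (18 and 8), fell in 12 and rose in 11 in TMV-28h, fell in 17 and rose in 3 in CMV-6h (19 and 3) and fell in 9 and rose in 7 in CMV-20h. Ranked in the same way, the tobacco list lay at percentiles 0.7, 75.9, 3.25 and 81.9 in TMV-6h, TMV-28h, CMV-6h and CMV-20h. Counts were the same when adjusted over the list alone where no second count is given, and as these lists were chosen on the same libraries they are not independent evidence.

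The unigenes that both 6 hpi libraries shared in their difference from healthy leaves, 928 higher and 1155 lower, may come from the viruses, from the rubbing with Celite and tobacco sap that healthy leaves did not get, or from the single healthy library. Compared directly, the late libraries held the higher set at a median log2 ratio of -2.45 (TMV) and -1.13 (CMV) against the early ones, with 772 and 488 lower. The healthy library does not enter these ratios, and its deviation alone would leave early and late levels about equal. It did enter the choice of the set. That choice rests on high early levels, which alone lowers late-against-early ratios by an amount not tested. For the lower set the medians were 0.45 and 1.18, which leaves a deviation of the healthy library open for part of it. Between the 6 hpi libraries 454 unigenes differed, where unchanged pairs simulated with coefficients of variation of 0.1, 0.2 and 0.4 gave 8.30, 863 (813 to 912) and 9886. Both a common response to the viruses and a response to the rubbing predict few differences, so this number does not part them.

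The 6 hpi libraries carry exchanged names in Table 2 and in the deposited record, and either may be in error. Under the names of Table 2, 167 unigenes differed between the viruses at both times, 53 in the same direction and 114 in opposite directions. If Table 2 were in error, such opposite directions would be the rule, but a response of the plant may also change direction with time. Of the 167, 5 had at most 3 reads in healthy leaves, and all 5 differed in the same direction under the names of Table 2: Unigene24636, Unigene53569 (68 reads in the library listed as TMV-6h and 14 in the other, 80 in TMV-28h and 34 in CMV-20h), Unigene21209 (1 and 124, 0 and 152), Unigene27380 (1 and 76, 1 and 44) and Unigene86536 (43 and 108, 2 and 29). These unigenes were few and of untested origin. All rows held of Tables S4, S6, S13 and S14 (1997, 1998, 680 and 524) carry the reads of the libraries under the names of Table 2, against 69, 87, 27 and 22 for the other library. The paper thus uses 1 naming throughout, but an exchange before its tables were made would run through all of them, so the names remain unsettled.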
